# Integrated analysis of long noncoding RNAs and mRNA expression profiles reveals the potential role of lncRNAs in early stage of post-peripheral nerve injury in Sprague-Dawley rats

**DOI:** 10.18632/aging.202989

**Published:** 2021-05-08

**Authors:** Yujing Zhang, Zhaowei Zhu, Xiangxia Liu, Shuqia Xu, Yi Zhang, Yangbin Xu, Bo He

**Keywords:** peripheral nerve injury, long noncoding RNA, bioinformatics, lncRNA-mRNA network

## Abstract

The regulatory role of lncRNAs in the early stage post peripheral nerve injury (PNI) is not yet clear. In this study, next-generation sequencing was used to perform deep sequencing on normal sciatic nerves (control) and lesional tissues derived on the 4th (D4) and 7th days (D7) after sciatic nerve injury in rats. Time-point unique differentially expressed lncRNAs (DElncRNAs) were analyzed for functional enrichment. The results showed that 776 DElncRNAs were unique to D4, and their functions were mainly enriched in wound healing, phosphatase binding and MAPK signaling pathways; 317 DElncRNAs were unique to D7, and their functions were mainly enriched in ion transmembrane transporter channel activity; 579 DElncRNAs were shared by these two days, and their functions were mainly enriched in axongenesis, the PI3K-Akt signaling pathway and cell cycle. Furthermore, lncRNA-mRNA interaction networks were constructed in functions or pathways with a high enrichment rate. Finally, 3 mRNAs and 4 lncRNAs in the axongenesis interaction network were selected, and their expression levels were verified by RT-qPCR. This study preliminarily revealed the regulatory role of lncRNAs at different time points in the early stage post PNI, which provides potential targets for basic research and clinical treatment of PNI.

## INTRODUCTION

The morbidity of peripheral nerve injury (PNI) has been increasing with the development of social industrialization, and such an injury has a negative effect on the individual and family life, causes the loss of social labor, and requires a large amount of medical resources [1, 2]. The main clinical manifestations of the disease include peripheral sensory, motor and autonomic nerve disorders [3]. The pathophysiological changes after PNI include Wallerian degeneration of the distal stump of the injured nerve and the formation of a growth cone from the proximal stump, followed by the regenerated proximal nerve fibers growing through to the distal end and reinnervating the target organs to complete the nerve regeneration process [4]. The expression of a number of pivotal genes, enriched in the inflammatory response, immune response, cell migration, cell proliferation and other key biological processes involved in peripheral nerve regeneration was reported to reach a high plateau within one week [5]. During this regeneration and repair process, such genes undergo a complex and dynamic regulation [6]; however, to date, few studies have examined this issue. Therefore, a comprehensive understanding of the regulation rules in such a process could provide a solid foundation for the basic research and clinical application of PNI treatment.

LncRNAs are a type of noncoding RNA with a length of more than 200 nucleotides [7]. Under usual circumstances, lncRNAs do not encode proteins themselves, but they can regulate gene expression in different ways, and in turn participate in many physiological and pathological processes [8]. According to the mechanism of gene expression regulation, lncRNAs can be roughly divided into two categories: cis and trans. Cis-acting lncRNAs mainly regulate their neighboring chromatin state or gene expression, while trans-acting lncRNAs affect gene expression in remote transcripts [9].

Limited research on the regulatory role of lncRNAs in the process of peripheral nerve injury and repair has been reported thus far. Ma and colleagues found that the expression of lncRNA MEG3 was upregulated in a sciatic nerve injury model, and downregulating the expression of such lncRNA in Schwann cells can promote cell proliferation and migration and induce the growth of nerve axons [10]. Another study showed that lncRNA TNXA-PS1 could function as an endogenous competing RNA, which regulates the expression of Dusp1 protein in Schwann cells by adsorbing miR-24-3p and miR-152-3p and in turn affects the migration of Schwann cells [11]. Pan and other researchers used microarray data to analyze the regulatory relationship between differentially expressed lncRNAs and mRNAs in the early stage of mouse sciatic nerve injury. The results of the analysis suggest that JUN, a key regulatory gene after PNI, could be cis-regulated by lncRNA ENSMUSG00000087366, and the other gene MBP, mainly involved in myelination, may be trans-regulated by lncRNA ENSMUSG00000084785 [12]. However, most of the abovementioned studies were based on gene chip technology. The main disadvantage of such a technology is that it can only detect and analyze known genes and omits unknown lncRNAs that may play a role in peripheral nerve damage and repair.

In this study, we used next-generation sequencing (NGS) to perform deep sequencing of lncRNAs and mRNAs at different time points after rat sciatic nerve injury. Differentially expressed lncRNAs (DElncRNAs), unique to each time point or shared by both, were first analyzed and combined with the corresponding differentially expressed mRNA (DEG) data we predicted the cis- and trans-acting target genes of the DElncRNAs. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses were then performed on these DElncRNAs, and we constructed lncRNA-mRNA interaction networks in some GO terms and KEGG pathways with a high enrichment score. Finally, the expression of 3 mRNAs and 4 lncRNAs in network axongenesis was verified by RT-qPCR. This study preliminarily revealed the potential regulatory role of lncRNAs at different time points in the early stage of PNI.

## MATERIALS AND METHODS

### Laboratory animal selection and ethics statement

Twenty-one 1-month-old Sprague-Dawley (SD) rats weighing approximately 150-200 g were randomly divided into 3 groups: the control group (control), 4 days after sciatic nerve injury (D4) and 7 days after injury (D7). This experiment was approved by the Experimental Animal Ethics Committee of Sun Yat-sen University. All experimental operations complied with the rules and regulations formulated by the ethics committee, and the damage and pain caused to animals were minimized during the experiment. The overall experimental design and workflow of this research are shown in Figure 1.

**Figure 1:**
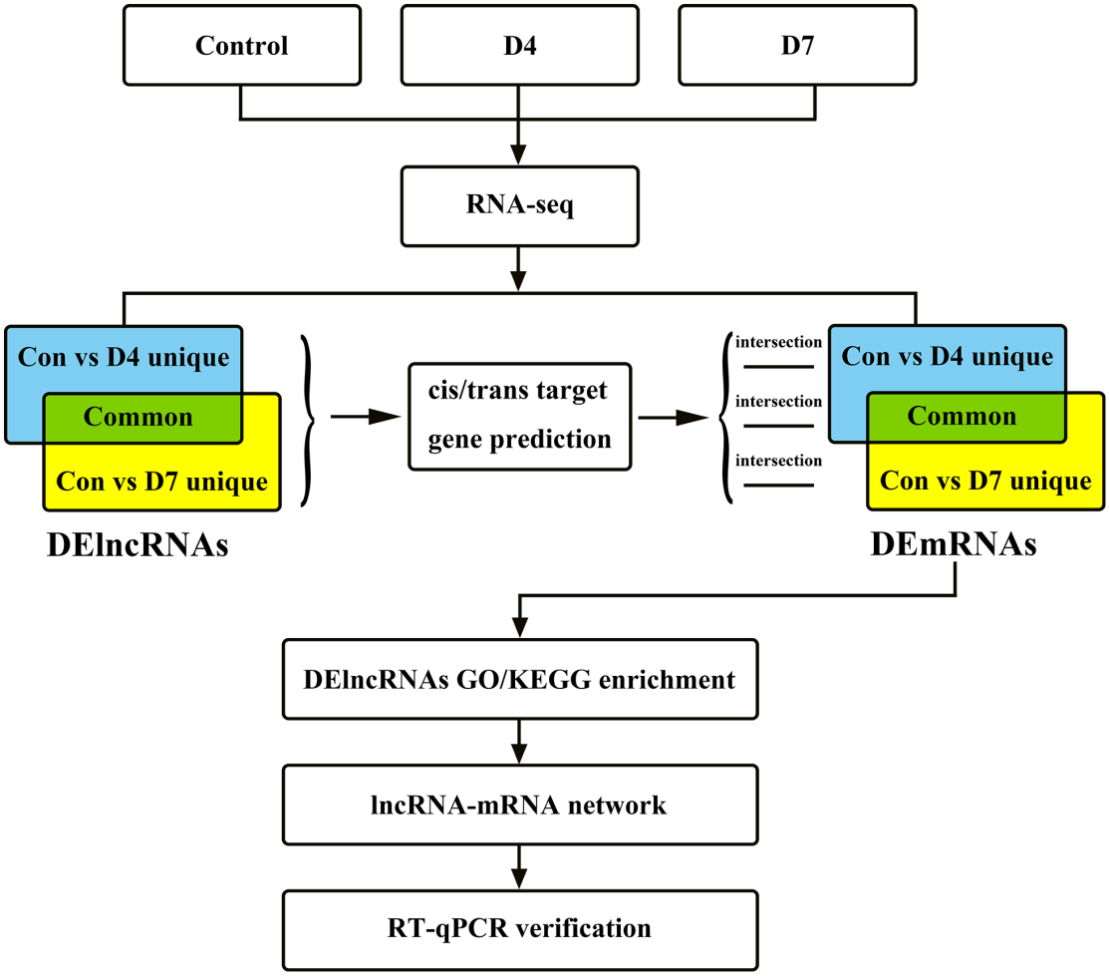
The research flow chart of the integrated analysis of lncRNAs and mRNA expression profiles in early stage of post-peripheral nerve injury in Sprague-Dawley rats.

### Sciatic nerve clamp injury model

Animals in the experimental groups (D4 and D7) were anesthetized by intraperitoneal injection of 10% chloral hydrate (0.3 ml/100 g) and were subjected to sciatic nerve crush injury model according to our previously published articles [13, 14]. The operation is briefly described as follows. After the left hind limb and back of the rat were shaved and disinfected, the skin was cut parallel to the femur, and the superficial gluteus muscle was bluntly separated to fully expose the left sciatic nerve. The middle segment of the sciatic nerve was clamped with hemostatic forceps for 30 s and then released immediately, and the wound was closed layer by layer. Animals in the control group underwent the same operation but no sciatic nerve clamp operation. All rats were kept in a suitable and stable environment, ambient temperature between 20-25° C and humidity between 50-65%, with adequate food and water supply.

### RNA extraction and purification

Two rats were randomly selected from each group, and RNA extraction and purification were performed on either normal or injured sciatic nerve samples using the mir VanaTM miRNA Isolation Kit (Cat# AM1561, Ambion, MA, USA) according to the standard protocol. The total RNA obtained was subjected to quality inspection by electrophoresis and purification using an RNAClean XP kit (Cat# A63987, Beckman Coulter, Inc., CA, USA) and RNase-Free DNase Set (Cat#79254, QIAGEN, Duesseldorf, Germany). The purified RNA was tested for quality by NanoDrop ND-2000 spectrophotometer (Thermo Fisher, MA, USA) and Agilent Bioanalyzer 2100 (Agilent Technologies, CA, USA).

### Sequencing library construction, RNA sequencing and data analysis

Purified total RNA was subjected to rRNA removal, fragmentation, first- and second-strand cDNA synthesis, end repair, poly-A tail addition, ligation, enrichment and other steps to construct a sequencing sample library. High-throughput RNA paired-end sequencing was then performed using the Illumina HiSeq Xten platform (Illumina, Inc., CA, USA). The unqualified reads, with low overall or end quality and containing sequencing primers, etc. were removed from the raw reads to obtain clean reads, from which rat ribosomal RNAs were further filtered. The spliced mapping algorithm in Hisat2 (version: 2.0.4) [15] was applied to map the above processed reads to the rat reference genome (ftp://ftp.ensembl.org/pub/release-100/fasta/rattus_norvegicus/dna/).

With the use of the Stringtie software (version: 1.3.0) [16], the mapped reads were assembled to construct the transcripts, which were then matched to the reference databases (NOCODE and Ensembl) using GffCompare (version: 0.9.8) software to obtain annotation. The unmatched transcripts were subjected to potential novel lncRNA prediction with the following criteria: (1) transcript length ≥ 200 bp AND exon ≥ 2, (2) the predicted ORF < 300 bp, (3) coding potential calculator (CPC) score < 0 [17] AND coding-noncoding index (CNCI) score < 0 [18] AND with no significant difference using Pfam comparison [19]. The Perl script was then applied to locate the position of the above novel lncRNAs on the chromosomes and to make annotations.

With the use of Stringtie software, the fragment numbers of each gene were counted, which were then normalized by TMM (trimmed mean of M values) method. Finally the FPKM value of each known or newly predicted lncRNAs was calculated using perl script, where the lncRNA ID starting with NON is the known lncRNA in the NONCODE database, the ID starting with ENS is the known lncRNA in the Ensembl database, and the ID starting with MSTRG is the newly predicted lncRNA. The edgeR package [20] was then used to analyze the differentially expressed genes between samples (Control vs D4 and Control vs D7). The screening criteria for differentially expressed genes were as follows: (1) q-value (the corrected p-value) < 0.05, and (2) the absolute value of fold change ≥ 2. The RNA-seq data were released to the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database under the accession number GSE162548.

### Differentially expressed lncRNA grouping and target gene prediction

The intersection of the DElncRNAs, compared between the control vs D4 and the control vs D7 groups, was made, and the DElncRNAs were divided into three groups according to the intersection results: (1) DElncRNAs unique to the control vs D4 group, (2) common DElncRNAs shared by the control vs D4 and the control vs D7 groups, and (3) DElncRNAs unique to the control vs D7 group. Cis- and trans-target gene prediction was then performed for the DElncRNAs in the above three groups. Target genes located with a distance less than 10 kb from the upstream or downstream of the lncRNA were considered as the cis-target gene. For trans-target gene prediction, the NCBI BLAST tool was first used to select rat mRNA sequences that had complementarity or similarity with the DElncRNA sequences, and then the RNAplex software [21] was used to calculate the complementary energy between the two sequences. Target sequences with an identity greater than 85% and an e-value greater than e-20 were selected as the trans-targets of the lncRNA. Refer to the Supplementary Tables 1, 2 for the cis- and trans-target genes, respectively.

### LncRNA functional enrichment and lncRNA-mRNA interaction network construction

According to the DElncRNAs grouping method, the differentially expressed mRNAs (DEGs, DEG screening criteria were the same as DElncRNAs), compared between the control vs D4 and the control vs D7 groups, were intersected and then divided into three groups: (1) DEGs unique to the control vs D4 group, (2) common DEGs shared by these two groups, (3) DEGs unique to the control vs D7 group. The predicted target genes of DElncRNAs intersecting with the corresponding DEGs in each group were subjected to GO functional enrichment analysis, including biological process (BP), molecular function (MF) and cellular component (CC), and KEGG pathway enrichment analysis using the Bioconductor program [22] in R software. The enrichment results with p-values less than 0.05 were selected and displayed with dot plots. The GO terms or KEGG pathways with a high enrichment score in each group were selected for lncRNA-mRNA interaction network analysis, and the results were processed and displayed with Cytoscape software.

### Real-time quantitative PCR verification

Three sets of lncRNA-mRNA interaction networks in the GO term axongenesis were selected, namely, Gndf and NONRATT015075.2, Nfasc and NONRATT008698.2, Pmp22 and NONRATT004387.2, NONRATT004386.2. The gene expression of the above 3 mRNAs and 4 lncRNAs was verified by RT-qPCR in the remaining 5 animals in each group. Reverse transcription of RNA was performed using the ReverTra Ace qPCR Kit (TOYOBO, #FSQ-101, Osaka, Japan). The reaction conditions were set as follows: 37° C, 15 min, then 98° C, 5 min, and the obtained cDNA was stored at 4° C. The PCR system was prepared according to the Power SYBR Green PCR Master Mix (ABI, #4368708, MA, USA) kit operation manual and then subjected to RT-qPCR in the QuantStudio 5 Real-Time PCR System (ABI) instrument. The reaction conditions were set as follows: 50° C, 2 min, then 95° C, 10 min, and then 40 reaction cycles of 95° C, 15 s and 60° C, 1 min. Refer to Supplementary Table 3 for the PCR primer sequences.

### Statistical analysis

The RT-qPCR data were statistically analyzed by R software, and the statistical results are expressed as the mean ± standard error (SEM). If the data of two independent samples were content with normal distribution and the variances were uniform, then Student’s t-test was used to analyze the differences between these two samples. If the variances were not uniform, the t-test with Welch’s correction was used for analysis. If the data were not normally distributed, the Wilcoxon test was used for analysis. The results were displayed using R software and GraphPad Prism software (version: 8.4.3). A p-value less than 0.05 was considered statistically significant, such as *P < 0.05, **P < 0.01, ***P < 0.001. The RT-qPCR statistical results were all from 5 independent experiments.

## RESULTS

After completing the construction of the cDNA library of the sequencing samples, RNA sequencing was performed using the Illumina HiSeq Xten platform. The number of raw reads in each group and subsequent processed data are shown in Table 1. 

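Sciatic nerve RNA from 6 rats was analyzed, with 2 rats in each of 3 groups: the control group, the group 4 days after the crush injury (D4) and the group 7 days after it (D7). Each rat gave 1 library, named a or b within its group, and the letters do not pair rats across groups. The authors removed ribosomal reads, mapped the rest to the Ensembl rat genome with Hisat2, assembled and annotated the transcripts with Stringtie and GffCompare, and deposited the number of fragments counted on each lncRNA transcript and on each gene, together with FPKM values. Every depth given here is a sum of these deposited fragment counts, which are smaller than the read numbers of Table 1. Fragments counted on lncRNAs numbered 3043817 and 2732548 in the control libraries a and b, 2708596 and 3005774 on D4, and 2827139 and 2694777 on D7. On mRNAs there were 22497040 and 18751038 fragments in control a and b, 22859592 and 25350886 on D4, and 20018027 and 18727255 on D7. The 10 most abundant mRNAs of a library took 16.1% and 17.6% of the mRNA counts in the control libraries and between 8.55% and 9.41% in the injured ones. Low-count features were removed with filterByExpr of the edgeR package, which kept 14077 of 22721 lncRNAs and 15195 of 30957 mRNAs. The remaining counts were scaled with TMM factors, which ranged from 0.912 to 1.05 for lncRNAs and from 0.863 to 1.08 for mRNAs. Differences between groups were tested in 1 fit of all 6 libraries, separately for lncRNAs and mRNAs, with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. A feature was called differentially expressed when its adjusted p-value was under 0.05 and its log2 fold change was at least 1 in size, which are the thresholds of the paper's methods. Across the tested features, the log2-transformed normalized counts of the 2 libraries of a group correlated between 0.869 and 0.880 for lncRNAs and between 0.981 and 0.991 for mRNAs. These are correlations across genes, and genes are not independent replicates. The biological coefficient of variation estimated by edgeR was 0.399 for lncRNAs and 0.181 for mRNAs, so that a lncRNA needed a larger change than an mRNA to pass the same threshold. Fragments from a locus shared by a lncRNA and a gene, or by several lncRNA transcripts, may have been divided between them by the counting, and the paper's text does not state whether the counting used the strand.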

Some unqualified reads with low overall quality, sequencing primers, low end quality, etc., were removed to obtain clean reads. The results showed that the clean reads accounted for a high proportion of the raw reads (94.76%-96.43%), indicating the high quality and reliability of our sequencing data. Ribosomal RNA reads and reads with only single-end sequencing results were further removed, and the remaining reads (pre-mapped reads) were matched to the rat genome sequences to obtain the mapped reads. The mapping rate of all the 6 groups reached a percentage greater than 90%, except for the Con_a group (88.70%). The unique mapped reads ratio of each group was above 99%.

**Table 1:** The preprocessing results of RNA-seq raw data.

**Samples**	**Raw reads**	**Clean reads**	**Pre-mapped reads**	**Mapped reads**	**Unique mapped reads**
Con_a	129,843,600	125,210,144 (96.43%)	123,607,746	109,637,530 (88.70%)	109,298,743 (99.69%)
Con_b	115,591,386	111,263,970 (96.26%)	109,578,988	99,997,376 (91.26%)	99,696,461(99.70%)
D4_a	127,454,796	120,772,863 (94.76%)	118,057,468	107,438,995 (91.01%)	106,994,858 (99.59%)
D4_b	139,487,928	133,447,705 (95.67%)	130,573,342	118,971,351 (91.11%)	118,531,648 (99.63%)
D7_a	122,870,410	118,282,583 (96.27%)	115,539,970	105,751,413 (91.53%)	105,400,258 (99.67%)
D7_b	116,964,418	112,154,519 (95.89%)	109,614,408	100,594,290 (91.77%)	100,226,082 (99.63%)

Clean reads ratio = Clean reads/Raw reads; Mapped reads ratio = Mapped reads/Pre-mapped reads; Pre-mapped reads = Clean reads - rRNA reads – single-end reads; Unique mapped reads ratio = unique mapped reads/mapped reads.

### LncRNA characteristics analysis

The lncRNAs identified by sequencing were classified and counted according to their lengths (Figure 2A). As the length of lncRNAs increases, its proportion to the total lncRNA number decreases. 

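The deposited lncRNA annotation listed 22721 transcripts, of which 20259 (89.2%) carried NONCODE identifiers, 925 (4.07%) Ensembl identifiers and 1537 (6.76%) the MSTRG identifiers of newly predicted lncRNAs. Their lengths ran from 124 to 57691 nt, with a median of 686 nt. There were 17032 transcripts (74.96%) between 200 and 1000 nt, and 20 transcripts were shorter than 200 nt. Longer than 10000 nt were 220 transcripts (0.968%). The lengths belong to the annotation and carry no replicate error.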

LncRNAs with a length of 200 - 1,000 nt accounted for the highest proportion, up to 75.03%, and lncRNAs with a length greater than 10,000 nt accounted for the lowest proportion, only 0.97%. Furthermore, lncRNAs were classified according to their location in the genome (Figure 2B), and the results showed that the lncRNAs originating from the exon region of the coding sequences (exonic sense) accounted for the highest proportion (54.6%), followed by the intergenic lncRNAs (21.8%). 

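Exon positions and strands were not used here, and the lncRNA loci were instead set against the gene spans of the mRNA annotation on the same chromosomes. A gene span was overlapped by 17519 of the 22721 lncRNAs (77.1%), and 13449 (59.2%) lay wholly inside one. Another 3322 lncRNAs (14.6%) lay within 10 kb of a gene without touching it, the distance within which the paper's methods assign cis-targets. The remaining 1880 (8.27%) were farther than 10 kb from every listed gene. A gene span includes its introns and both strands, so these shares do not divide lncRNAs into the sense, antisense and intronic classes of Figure 2B.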

The lncRNAs originating from the intron region of the antisense strand (intronic antisense) accounted for the lowest proportion (1.8%). The lncRNAs and mRNAs were then statistically analyzed according to the exon numbers (Figure 2C), and the results showed that lncRNAs containing only one exon accounted for the largest proportion (38.86%), and the proportion of lncRNAs containing 1 to 4 exon numbers to the total number of lncRNAs was over 91%. Such results were consistent with the lncRNA length proportion: the proportion of lncRNAs less than 2,000 nt was 90.41%. 

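By the deposited lengths, 20543 of the 22721 lncRNAs (90.4%) were shorter than 2 kb. The number of exons was not analyzed here.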

Finally, the average expression value of lncRNAs and mRNAs was analyzed (Figure 2D): The average expression level of lncRNAs is slightly higher than that of mRNAs, and the expression value distribution is more concentrated.

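The deposited FPKM values of the 22721 lncRNAs and 30957 mRNAs were compared within each library as log2(FPKM + 1), with a pseudocount of 1. The median of all lncRNAs was 0.86 and 0.92 in the control libraries, 0.88 and 0.90 on D4, and 0.98 and 1.02 on D7, against medians of all mRNAs between 0.28 and 0.37. The lncRNA median was the higher one in 6 of 6 libraries, by 0.56 to 0.67 and on average 0.61 (exact two-sided sign-flip permutation test, p = 0.03125, the smallest p that 6 libraries allow). The interquartile range was 1.63 to 1.78 for lncRNAs and 3.03 to 3.35 for mRNAs. Between 42.2% and 43.9% of the mRNAs were listed at an FPKM of 0 in a library, and 11105 of them had no count in any library, whereas 9.80% to 12.0% of the lncRNAs were at 0 in a library and 248 had no count at all. When only features above 0 in at least 1 library were compared, the direction changed. The lncRNA median was then the lower one in 6 of 6 libraries, by 1.56 on average. The mean of log2(FPKM + 1) over all features was also lower for lncRNAs, with an average difference of −0.35. lncRNA and mRNA values come from separate tables, whose FPKM were scaled differently. The lncRNA values follow a denominator of 96.0% to 96.2% of the summed lncRNA and mRNA counts of each library, and the mRNA values follow the mRNA total of each library.

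**Figure D1:**
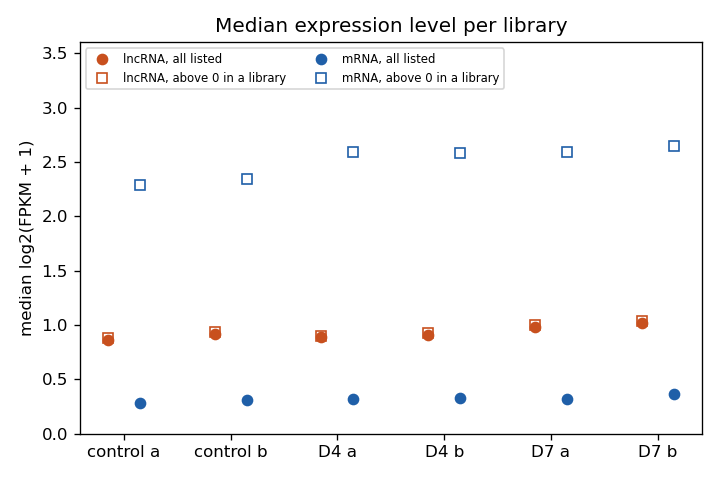
Median log2(FPKM + 1) of lncRNAs and mRNAs in each of the 6 libraries, with the library on the x axis. Filled circles are medians over all listed features and open squares are medians over features above 0 in at least 1 library. The filled circles of lncRNAs lie above those of mRNAs in 6 of 6 libraries, and the open squares lie in the opposite order in 6 of 6.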

**Figure 2:**
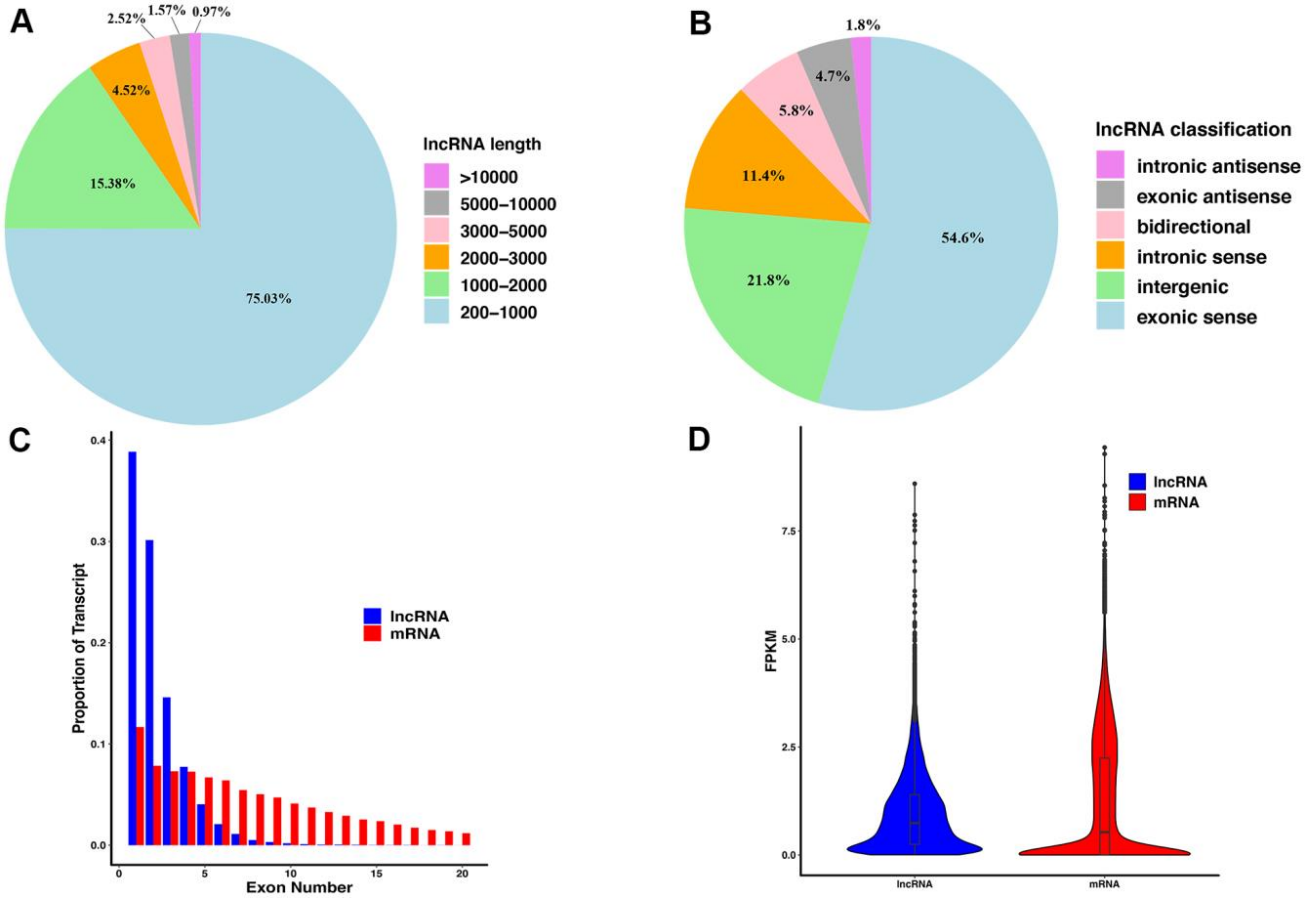
**The features of lncRNAs derived from injured sciatic nerves.** (**A**) The length distribution of lncRNAs. (**B**) The classification of lncRNAs. (**C**) Exon number distribution per transcript of lncRNAs and mRNA. (**D**) The FPKM of lncRNAs and mRNA.

### DElncRNAs analysis and grouping

The expression values of lncRNAs on D4 and D7 post-nerve injury were compared to the normal tissue (control vs D4 and control vs D7). 

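Of the 14077 lncRNAs tested, 1415 were DElncRNAs in the control vs D4 group, 730 upregulated and 685 downregulated. In the control vs D7 group there were 815 DElncRNAs, 422 upregulated and 393 downregulated. The number at D4 ranged across the processing alternatives from 460, when the 2-fold change itself was tested, to 4145, when every lncRNA changed 2-fold was counted without a test. Without the TMM factors, upregulated lncRNAs made up 64.3% of the DElncRNAs at D4, against 51.6% with them, and the median log2 fold change of all tested lncRNAs moved from 0.02 to 0.20. When lncRNAs and mRNAs were fitted jointly, upregulated lncRNAs made up 36.8% of 1638 DElncRNAs at D4. Among the rises at D4, a newly predicted (MSTRG) lncRNA on chromosome 3 from 136172281 to 136182650 had 0 counts in both control libraries and 249 and 316 counts on D4, at least 83.7-fold higher. NONRATT029243.2, on chromosome 9 from 18637916 to 18638522, had 0 counts in both control libraries and 141 and 207 on D4, at least 51.4-fold higher. A newly predicted lncRNA on chromosome 7 from 65244583 to 65259113, inside the gene Hmga2, rose from 7 and 4 counts to 5726 and 7780 (log2 fold change 10.07, standard error 0.49, adjusted p = 0.00140 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the falls at D4, a newly predicted lncRNA on chromosome 2 from 209889548 to 209921062 went from 909 and 890 counts to 1 and 1, at least 335-fold lower, and another on chromosome 1 from 89359244 to 89366729 went from 686 and 502 counts to 0 and 0, at least 219.9-fold lower. NONRATT023717.2, on chromosome 5 from 153728107 to 153729442, fell from 9941 and 5788 counts to 7 and 10 on D4, while its D7 libraries held 1124 and 21 counts. It overlaps the gene Ncmap, and the lncRNA on chromosome 1 overlaps the gene Mag. These genes had D4 log2 fold changes of −8.38 and −6.72, so fragments of the same transcripts may have been counted on both. Rises at D7 included those of newly predicted lncRNAs on chromosome 10 from 28602695 to 28604335 (269 and 171 counts on D7, 0 in each control and D4 library, at least 68.3-fold higher than control) and on chromosome 16 from 58973589 to 59053685 (101 and 235 counts, at least 52.6-fold higher), and of NONRATT021747.2 on chromosome 4 from 163736135 to 163758841 (132 and 118 counts, at least 38.9-fold higher). Falls at D7 included that of NONRATT014419.2 on chromosome 19 from 58861957 to 58862924, from 1603 and 1070 counts to 1 and 1, at least 473-fold lower. This lncRNA lies inside the gene Kcnk1, which had a D7 log2 fold change of −4.67. A newly predicted lncRNA on chromosome 17 from 36143571 to 36145447 was at least 26.8-fold lower and NONRATT016552.2, which overlaps the gene Hapln2 on chromosome 2, at least 23.5-fold lower, both with 0 counts in each D7 library.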

In the control vs D4 group, a total of 1355 DElncRNAs were identified, of which 691 were upregulated and 664 were downregulated (Figure 3A), and in the control vs D7 group, a total of 896 DElncRNAs were identified, of which 431 were upregulated and 465 were downregulated (Figure 3B). 

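Of the 15195 mRNAs tested, 3333 were DEGs in the control vs D4 group, 1706 upregulated and 1627 downregulated, and 2863 were DEGs in the control vs D7 group, 1493 upregulated and 1370 downregulated. Same-lettered control and D7 libraries deviated from their group means with a correlation of 0.19 across mRNAs. With the library letter as a block, the fit gave 2827 DEGs at D7. The number at D4 ranged across the processing alternatives from 1683, when the 2-fold change itself was tested, to 6715, when no fold threshold was applied. The split by direction depended on the scaling. Without the TMM factors, 69.3% of 3507 DEGs at D4 and 70.4% of 3145 DEGs at D7 were upregulated, against 51.2% and 52.1% with them, and the median log2 fold change of all tested mRNAs moved to 0.25 at D4 and 0.31 at D7. Hmga2, on chromosome 7 from 65159944 to 65275408, rose at D4 from 0 counts in both control libraries to 315 and 321, at least 73.9-fold. Pth2r, on chromosome 9 from 72052966 to 72157773, had 0 counts in both control libraries and was at least 29.9-fold higher at D4 and at least 29.8-fold higher at D7. Podnl1, on chromosome 19 from 25239674 to 25246525, had 70 and 170 counts on D4 and 0 in both control libraries, at least 27.3-fold higher. Sec14l5, on chromosome 10 from 10591251 to 10629735, fell at D4 from 1103 and 769 counts to 0 and 1, at least 441-fold lower. B3galt2 on chromosome 13 was at least 288-fold lower and Mobp on chromosome 8 at least 71.0-fold lower at D4. Tyrp1, on chromosome 5 from 98387291 to 98406083, rose at D7 from 3 and 2 counts in the control libraries to 5562 and 3527, at least 1299-fold. AABR07030791.1, on chromosome 10 from 104817972 to 104820399, had 0 counts in both control libraries and 99 and 72 on D7, at least 24.5-fold higher. Hapln2, on chromosome 2 from 187396349 to 187401786, fell from 162 and 87 counts to 0 and 0 at D7, at least 47.0-fold lower. Myh7, on chromosome 15 from 33634422 to 33656089, fell by 6.45 on the log2 scale at D7 (standard error 0.56, adjusted p = 0.000731 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 fold change at D4 was −6.34. Myh7 is a skeletal muscle marker, and muscle genes differed between the 2 control libraries and between the 2 D4 libraries. Of 11 tested muscle markers, 9 passed the threshold at neither day.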

The same screening criteria were applied to identify the DEGs: in the control vs D4 group, a total of 3607 DEGs were identified, of which 2240 were upregulated and 1367 were downregulated (Figure 3C), and in the control vs D7 group, a total of 2990 DEGs were identified, of which 1798 were upregulated and 1192 were downregulated (Figure 3D).

**Figure 3:**
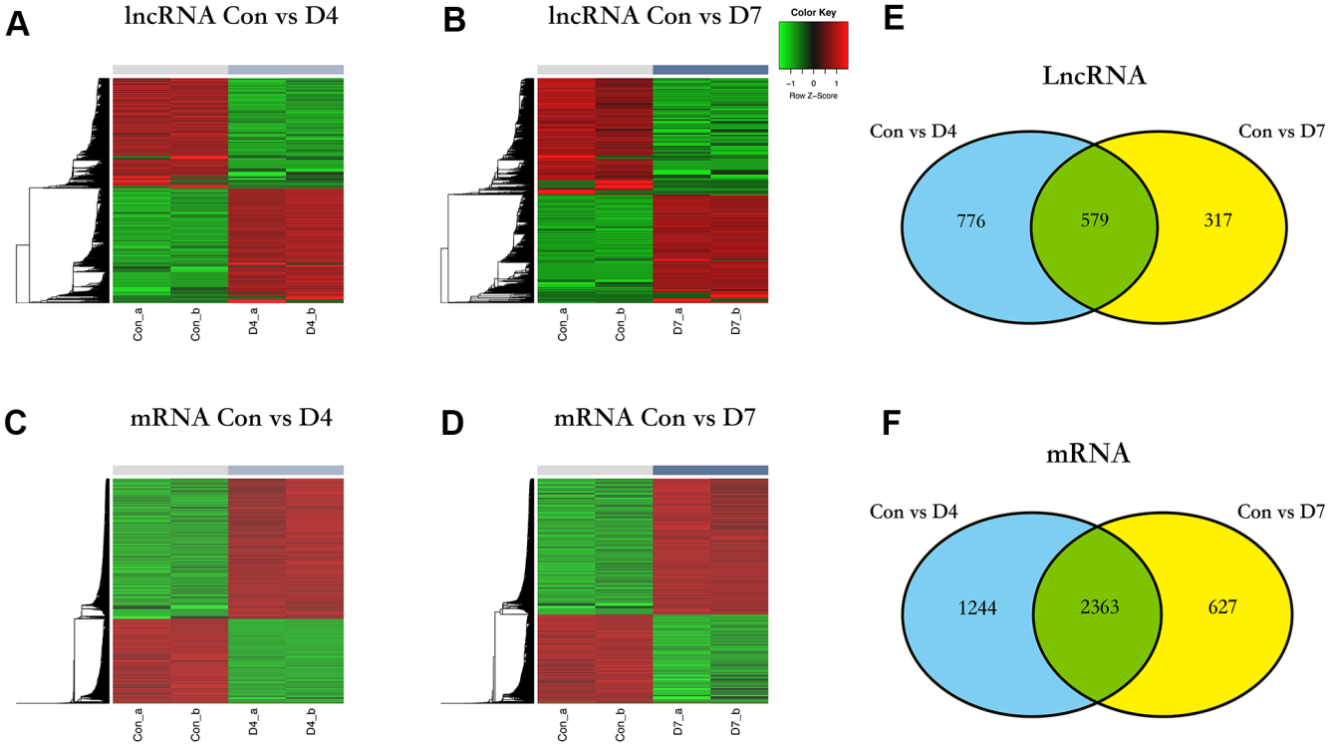
**The differentially expressed lncRNAs and mRNA in different time points post nerve injury.** (**A**) Heatmap of lncRNAs expression in control and D4 group. (**B**) Heatmap of lncRNAs expression in control and D7 group. (**C**) Heatmap of mRNA expression in control and D4 group. (**D**) Heatmap of mRNA expression in control and D7 group. (**E**) The intersection of differentially expressed lncRNAs between the control vs D4 and control vs D7 groups. (**F**) The intersection of differentially expressed mRNA between the control vs D4 and the control vs D7 groups.

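DElncRNAs of both the control vs D4 and the control vs D7 groups numbered 624, of which 325 were upregulated at both days, 298 were downregulated at both days and 1, NONRATT014793.2, rose at D4 and fell at D7 (99 and 83 counts in the control libraries, 292 and 289 on D4, 2 and 2 on D7). Another 791 DElncRNAs passed the threshold only in the control vs D4 group and 191 only in the control vs D7 group. A lncRNA called at 1 day and not at the other need not differ between the days, so D7 was also compared directly with D4 in the same fit. Of the 14077 lncRNAs, 35 differed between D7 and D4 past the same threshold, 20 of them higher and 15 lower at D7, and 1764 had an unadjusted p-value under 0.05. These 35 included 16 of the 791 DElncRNAs called only at D4 and 9 of the 191 called only at D7. These numbers depended on the fit. With DESeq2 in place of edgeR 402 differed, including 164 of 896 called only at D4 and 96 of 444 called only at D7. With the library letter as a block 10 differed, including 4 of 521 and 4 of 82. For a newly predicted (MSTRG) lncRNA on chromosome 2 from 209889548 to 209921062, which was close to absent on D4, the D7 libraries held 491 and 314 counts (adjusted p = 0.00189 for D7 against D4 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).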

To further investigate the role that lncRNAs play at different time points in the early stage of post-sciatic nerve injury, we intersected the DElncRNAs of control vs D4 and control vs D7 groups and identified some differences and similarities: there are 776 DElncRNAs unique to the control vs D4 group, 317 DElncRNAs unique to the control vs D7 group, and 579 common DElncRNAs shared by these two groups. 

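DEGs of both groups numbered 2259, of which 1230 were upregulated at both days, 1026 were downregulated at both days and 3, among them Nefl and Fam84a, fell at D4 and rose at D7. Nefl had a log2 fold change of −2.60 at D4 (standard error 0.45) and 4.03 at D7 (standard error 0.41). A further 1074 mRNAs passed the threshold only in the control vs D4 group and 604 only in the control vs D7 group. In the direct comparison of D7 with D4, 331 of the 15195 mRNAs passed the threshold, 256 higher and 75 lower at D7. They included 119 of the 1074 DEGs called only at D4 and 55 of the 604 called only at D7. With the library letter as a block, 2232 DEGs were shared by both groups and 248 mRNAs differed between D7 and D4. The deviations of same-lettered D4 and D7 libraries from their group means had a correlation of −0.13 across mRNAs. With the D4 letters exchanged, a pairing chosen after seeing the data, 334 mRNAs differed between D7 and D4.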

The obtained data were sorted to prepare for the subsequent functional enrichment analysis (Figure 3E), and the unique and common DEGs were analyzed and sorted using the same method (Figure 3F).

### GO and KEGG pathway enrichment of the DElncRNAs

The cis- and trans-target genes (Supplementary Materials) were identified on the DElncRNAs unique to the control vs D4 group, the DElncRNAs unique to the control vs D7 group, and the common DElncRNAs in these two groups. After intersecting the DEGs in the corresponding groups, these target genes were subjected to GO and KEGG pathway enrichment analysis to better understand the function of the DElncRNAs in each group. The screening criteria were set as follows: the enrichment p value was less than 0.05 (note that the legends in Figures 4, 5 display the adjust p value).

**Figure 4:**
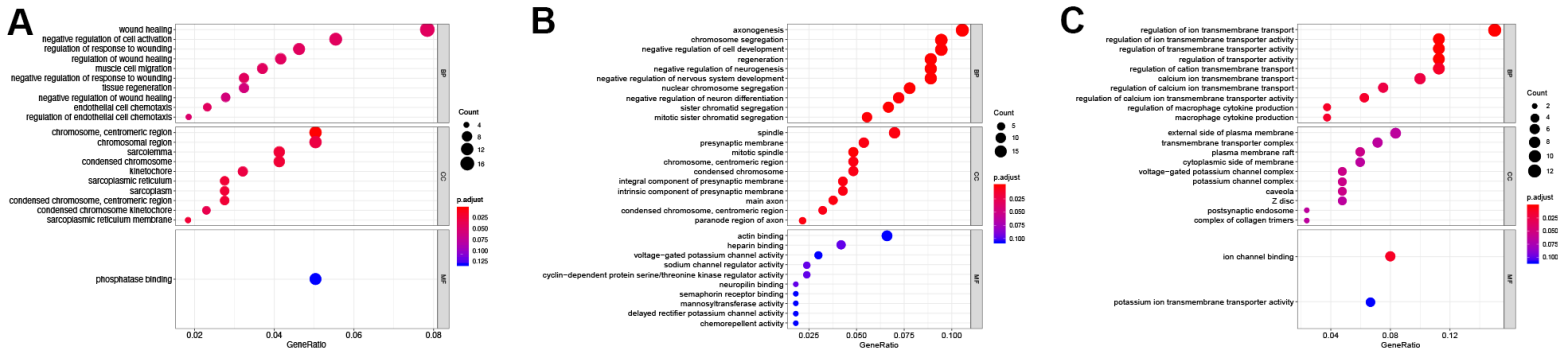
**GO enrichment of differentially expressed lncRNAs.** (**A**) GO enrichment of DElncRNAs unique to the control vs D4 group. (**B**) GO enrichment of common DElncRNAs shared by the control vs D4 and control vs D7 groups. (**C**) GO enrichment of DElncRNAs unique to the control vs D7 group.

**Figure 5:**
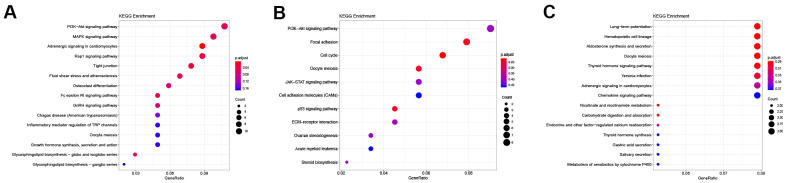
**KEGG enrichment of differentially expressed lncRNAs.** (**A**) KEGG enrichment of DElncRNAs unique to the control vs D4 group. (**B**) KEGG enrichment of common DElncRNAs shared by the control vs D4 and control vs D7 groups. (**C**) KEGG enrichment of DElncRNAs unique to the control vs D7 group.

The results of GO enrichment analysis showed that in BP the DElncRNAs unique to the control vs D4 were mainly enriched in wound healing, regulation of response to wound and endothelial cell chemotaxis and other GO terms related to wound healing; in CC, these lncRNAs were mainly enriched in cellular regions related to chromatin, centriole and sarcoplasmic reticulum; and they were only enriched in a single GO term, phosphatase binding, in MF (Figure 4A and Table 2). 

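The enrichment itself was not recomputed here, so the values given are the expression changes of the target genes listed in Table 2. All 54 genes were tested. At D4, 47 were DEGs, 34 upregulated and 13 downregulated. At D7, 39 were DEGs, 38 of them the same genes, and 5 of the 54 (Dusp10, Epb41l4b, Magi2, Met and Prx) differed between D7 and D4 past the threshold. Among the 17 wound healing genes, 10 were upregulated and 3 downregulated at D4, and 11 of these 13 were also DEGs at D7. Abat fell most at D4, by 2.58 on the log2 scale (standard error 0.30), and Ucn2 rose most, from 3 and 2 counts in the control libraries to 734 and 851 on D4. The 11 genes of the centromeric region were upregulated at both days, with D4 log2 fold changes between 2.08 for Cenpn and 5.01 for Cenpu and a median of 3.50. Of the 9 sarcolemma genes, 7 were downregulated at both days. Prx, which encodes the myelin protein periaxin, fell by 7.42 on the log2 scale at D4 (standard error 0.35, adjusted p = 0.000124 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and had recovered in part at D7, when it was lower than in the control libraries by a log2 fold change of −2.54. Among the 10 phosphatase binding genes, 9 were DEGs at D4, 6 upregulated and 3 downregulated, and 6 were DEGs at D7.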

The common DElncRNAs shared by control vs D4 and control vs D7 groups were mainly enriched in axongenesis, chromosome segregation and regeneration and other biological processes related to axon regeneration and cell cycle; in CC, they were mainly enriched in spindle, presynaptic membrane and main axon and other regions; in MF, they were enriched in actin binding, heparin binding and sodium and potassium ion channel activity (Figure 4B and Table 3). 

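Table 3 lists 82 target genes for the common DElncRNAs. The symbol Btbd8 fits 2 gene identifiers and was left out, and the other 81 genes were tested. At D4, 78 were DEGs (43 upregulated and 35 downregulated), as were 78 at D7 (42 upregulated and 36 downregulated), and 77 were DEGs at both days. The direct comparison of D7 with D4 called 10 of the 81. Of the 19 axonogenesis genes, 6 were upregulated and 11 downregulated at D4, and 6 and 12 at D7. The 17 chromosome segregation genes were all DEGs at both days. Kif14 rose most (D4 log2 fold change 5.12, standard error 0.51), and only Hecw2 fell, with a D4 log2 fold change of −2.13. Of the 13 spindle genes, 11 were upregulated and 2 downregulated at each day. Among the 5 voltage-gated potassium channel genes, Kcng1 was upregulated, with a log2 fold change of 6.95 at D4 and 5.69 at D7, and the others were downregulated. Kcnk1 fell most, with −5.98 at D4 (standard error 0.34) and −4.67 at D7. In the heparin binding term, 6 of 7 genes were downregulated at both days, and in the actin binding term 6 of 11 were upregulated and 4 downregulated at both days.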

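Table 4 names 26 target genes for the DElncRNAs unique to the control vs D7 group. Gstm2 and Nos1ap were not found under these symbols and Rps28 fits 2 gene identifiers, which left 23 genes. At D7, 21 of them were DEGs, 7 upregulated and 14 downregulated. At D4, 19 were DEGs, and all of these were DEGs at D7 as well. The genes called only at D7 were Cuedc2 and Lipe. Cuedc2 had a log2 fold change of 2.07 at D7 (standard error 0.21, adjusted p = 0.00103 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.05 at D4, and it differed between the days (adjusted p = 0.0122 from the same test). Lipe had a log2 fold change of −2.21 at D7 and −1.64 at D4, and the days were not distinguishable (adjusted p = 0.640 from the same test). Lipe is a marker of fat cells, whose genes also differed between the 2 D7 libraries. Of the 10 tested genes for the regulation of ion transmembrane transport, 9 were downregulated and Atp1b1 was upregulated at both days. Atp1b1 had log2 fold changes of 2.31 at D4 and 2.78 at D7. The 6 ion channel binding genes were downregulated at both days, at D7 with log2 fold changes between −2.32 for Rapgef3 and −1.57 for Stac.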

The DElncRNAs unique to the control vs D7 group were mainly enriched in ion transmembrane transporter channel activity in BP; these lncRNAs were mainly enriched in transmembrane transport complex and ion channel complex in CC; and they were mainly enriched in ion channel binding and potassium ion transmembrane transporter activity in MF (Figure 4C and Table 4).

**Table 2:** GO functional enrichment of DElncRNAs unique to the control vs D4 group.

**Ontology**	**ID**	**Description**	**GeneRatio**	**P value**	**Predicted gene symbol**
BP	GO:0042060	wound healing	17/218	4.32E-05	Ubash3b, Smad3, Plau, Dusp10, Myof, Vim, Pdgfa, Anxa1, Ucn2, Epb41l4b, Plat, Plaur, Clec10a, Abat, Smoc2, Enpp4, Igsf10
BP	GO:0050866	negative regulation of cell activation	12/218	1.40E-05	Ubash3b, Rhbdd3, Cd37, Tnfaip8l2, Fcgr2b, Tnfrsf14, Lst1, Pdgfa, Anxa1, Inpp5d, Abat, Mnda
BP	GO:1903034	regulation of response to wounding	10/218	8.76E-05	Ubash3b, Smad3, Plau, Dusp10, Pdgfa, Epha4, Anxa1, Abat, Smoc2, Enpp4
BP	GO:0061041	regulation of wound healing	9/218	5.89E-05	Ubash3b, Smad3, Plau, Dusp10, Pdgfa, Anxa1, Abat, Smoc2, Enpp4
BP	GO:0014812	muscle cell migration	8/218	8.91E-05	Camk2d, Plau, Met, Retn, Pdgfa, Anxa1, Plat, Trib1
CC	GO:0000775	chromosome, centromeric region	11/220	1.02E-05	Nek2, Ska1, Aurka, Mki67, Cenpu, Cdca8, Cenpt, Wdhd1, Dsn1, Incenp, Cenpn
CC	GO:0098687	chromosomal region	11/220	0.00073947	Nek2, Ska1, Aurka, Mki67, Cenpu, Cdca8, Cenpt, Wdhd1, Dsn1, Incenp, Cenpn
CC	GO:0042383	sarcolemma	9/220	0.00027609	Prx, Camk2d, Ryr2, Casq1, Mlip, Dtna, Kcnb1, Anxa1, Sgcd
CC	GO:0000793	condensed chromosome	9/220	0.00043882	Nek2, Ska1, Aurka, Mki67, Cenpu, Cenpt, Dsn1, Incenp, Cenpn
CC	GO:0000776	kinetochore	7/220	0.00073353	Nek2, Ska1, Cenpu, Cenpt, Dsn1, Incenp, Cenpn
MF	GO:0019902	phosphatase binding	10/200	0.00029987	Smad3, Magi2, Met, Nek2, Vim, Pstpip1, Ghr, Gab2, Ppp1r9a, Ppp1r18

**Table 3:** GO functional enrichment of the common DElncRNAs shared by the control vs D4 and control vs D7 groups.

**Ontology**	**ID**	**Description**	**GeneRatio**	**P value**	**Target gene symbol**
BP	GO:0007409	axonogenesis	19/180	3.65E-07	Gdnf, Sema3e, Sema4g, Lgr6, Mbp, Pmp22, Ctnna2, Ret, Sema6c, Dixdc1, Chn1, Dclk1, Nfasc, Map2, Ptprz1, Slit3, Runx3, Tnr, Nexn
BP	GO:0007059	chromosome segregation	17/180	1.74E-08	Mki67, Incenp, Ccnb1, Top2a, Nusap1, Tacc3, Ska1, Kif14, Ncapg, Hjurp, Rmi2, Kif23, Fam83d, Pttg1, Ccne1, Cdk5rap2, Hecw2
BP	GO:0010721	negative regulation of cell development	17/180	8.55E-07	Dusp10, Sema3e, Sema4g, Ccnb1, Mbp, Pmp22, Sox2, Erbb4, Sema6c, Dixdc1, Ldlr, Kank1, Map2, Cdk5rap2, Ptprz1, Tnr, Ptbp1
BP	GO:0031099	regeneration	16/180	1.61E-07	Mki67, Dusp10, Ucn2, Ccnb1, Lgr6, Lif, Ccna2, Cd9, Sox2, Erbb4, Ccne1, Cdkn1a, Socs3, Rapgef3, Lifr, Tnr
BP	GO:0050768	negative regulation of neurogenesis	16/180	5.83E-07	Dusp10, Sema3e, Sema4g, Mbp, Pmp22, Sox2, Erbb4, Sema6c, Dixdc1, Ldlr, Kank1, Map2, Cdk5rap2, Ptprz1, Tnr, Ptbp1
CC	GO:0005819	spindle	13/186	3.51E-05	Incenp, Ccnb1, Ckap2l, Nusap1, Tacc3, Ska1, Rmdn2, Kif14, Kif23, Fam83d, Dlgap5, Cdk5rap2, Hecw2
CC	GO:0042734	presynaptic membrane	10/186	7.38E-05	Kcna1, Kcna2, Ctnna2, Cadm3, Erbb4, Gpm6a, Btbd8, P2ry2, Adra1a, Pcdh17
CC	GO:0072686	mitotic spindle	9/186	2.47E-06	Ckap2l, Nusap1, Tacc3, Ska1, Rmdn2, Kif23, Fam83d, Cdk5rap2, Hecw2
CC	GO:0000775	chromosome, centromeric region	9/186	8.53E-05	Nup133, Mki67, Incenp, Ccnb1, Ska1, Ncapg, Cenpa, Hjurp, Cenph
CC	GO:0000793	condensed chromosome	9/186	0.00012615	Nup133, Mki67, Incenp, Ccnb1, Top2a, Ska1, Ncapg, Cenpa, Hjurp
MF	GO:0003779	actin binding	11/167	0.00243689	Ermn, Ctnna2, Anln, Dixdc1, Flnc, Parvg, Hook1, Mprip, Map2, Ncald, Nexn
MF	GO:0008201	heparin binding	7/167	0.00097639	Lgr6, Nav2, Lamc2, Fgf7, Crispld2, Slit3, Fgf12
MF	GO:0005249	voltage-gated potassium channel activity	5/167	0.0017631	Kcnk1, Kcng1, Kcna1, Kcna2, Hcn1
MF	GO:0017080	sodium channel regulator activity	4/167	0.00024297	Scn3b, Snta1, Fxyd2, Fgf12
MF	GO:0016538	cyclin-dependent protein serine/threonine kinase regulator activity	4/167	0.00090138	Ccnb1, Ccna2, Ccne1, Cdkn1a

**Table 4:** GO functional enrichment of DElncRNAs unique to the control vs D7 group.

**Ontology**	**ID**	**Description**	**GeneRatio**	**P value**	**Target gene symbol**
BP	GO:0034765	regulation of ion transmembrane transport	12/80	1.81E-06	Stac, Rapgef3, Hecw2, Kcnq4, Nos1ap, Gstm2, Fhl1, Clic5, Kcnab1, Cabp1, Atp1b1, Kcnd3
BP	GO:0032412	regulation of ion transmembrane transporter activity	9/80	2.50E-06	Stac, Rapgef3, Hecw2, Nos1ap, Gstm2, Fhl1, Kcnab1, Cabp1, Atp1b1
BP	GO:0070588	calcium ion transmembrane transport	8/80	9.68E-05	Stac, Rapgef3, Nos1ap, Slc24a2, Gstm2, Plcb1, Cabp1, Atp1b1
BP	GO:1903169	regulation of calcium ion transmembrane transport	6/80	0.00011035	Stac, Rapgef3, Nos1ap, Gstm2, Cabp1, Atp1b1
BP	GO:0010935	regulation of macrophage cytokine production	3/80	3.38E-05	Cd74, Cuedc2, Wnt5a
CC	GO:0009897	external side of plasma membrane	7/84	0.00222475	Cd74, Cr2, Lepr, Cd24, Adgre1, Cd8a, Ssc5d
CC	GO:1902495	transmembrane transporter complex	6/84	0.00356396	Kcnq4, Nos1ap, Clic5, Kcnab1, Atp1b1, Kcnd3
CC	GO:0044853	plasma membrane raft	5/84	0.00032547	Nos1ap, Lipe, Atp1b1, Cd8a, Kcnd3
CC	GO:0098562	cytoplasmic side of membrane	5/84	0.00278281	Stac, Kcnab1, Rgs8, Cabp1, Rps28
CC	GO:0008076	voltage-gated potassium channel complex	4/84	0.00057464	Kcnq4, Nos1ap, Kcnab1, Kcnd3
MF	GO:0044325	ion channel binding	6/75	4.28E-05	Stac, Rapgef3, Fhl1, Kcnab1, Cabp1, Kcnd3
MF	GO:0015079	potassium ion transmembrane transporter activity	5/75	0.00082826	Kcnq4, Slc24a2, Kcnab1, Atp1b1, Kcnd3

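For the DElncRNAs unique to the control vs D4 group, Table 5 names 29 target genes in 5 pathways, and the expression changes of these genes were examined without recomputing the enrichment. At D4, 24 of the 29 were DEGs, 9 upregulated and 15 downregulated, and 19 of these were also DEGs at D7. The direct comparison of D7 with D4 called 9 of the 29. In the MAPK signaling pathway, 8 of 10 genes were DEGs at D4, 6 upregulated and 2 downregulated. Dusp10 rose most, with a log2 fold change of 4.95 at D4 (standard error 0.14) and 3.55 at D7, and the days differed (adjusted p = 0.0117 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the Rap1 signaling pathway, 8 of 9 genes were DEGs at D4, 3 upregulated and 5 downregulated. Mapk13 rose most, from 9 and 4 counts in the control libraries to 88 and 53 on D4, a log2 fold change of 2.94 (standard error 0.51).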

KEGG pathway enrichment results (Table 5) showed that the DElncRNAs unique to the control vs D4 group were mainly enriched in the PI3K-Akt signaling pathway, MAPK signaling pathway and Rap1 signaling pathway (Figure 5A). 

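Among the target genes of the common DElncRNAs, Table 5 names 20, of which 18 were DEGs at D4, 12 upregulated and 6 downregulated. At D7, 19 were DEGs, 12 upregulated and 7 downregulated. The 6 cell cycle genes were upregulated at both days, at D4 with log2 fold changes between 1.49 for Cdkn1a and 4.71 for Pttg1. Of the 7 focal adhesion genes, 5 were DEGs at D4 and 6 at D7, and Parvg rose most, by a log2 fold change of 3.35 at D4 (standard error 0.19) and 3.02 at D7. In the JAK-STAT signaling pathway, 4 of 5 genes were upregulated at both days, Lif most (D4 log2 fold change 4.00, standard error 0.28), and Lifr was downregulated, with a D4 log2 fold change of −1.84.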

The common DElncRNAs of these two groups were mainly enriched in the PI3K-Akt signaling pathway, focal adhesion and the cell cycle (Figure 5B). Interestingly, the control vs D4 group unique DElncRNAs and common DElncRNAs were both enriched in the PI3K-Akt signaling pathway. However, the specific DElncRNAs were totally different in these two groups: the control vs D4 unique DElncRNAs that were enriched in the PI3K-Akt signaling pathway included Col4a5, Fgf1, Ghr, Magi2, Met, Pdgfa, Ppp2r2b, Ppp2r2c, Prkaa2, Prlr and Thbs2, while the common DElncRNAs enriched in this pathway included Ccne1, Cdkn1a, Col9a1, Erbb4, Fgf7, Itgb8, Lamc2 and Tnr. 

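The 11 PI3K-Akt genes named for the control vs D4 group and the 8 named for both groups were compared at both days. Of the 11, 8 were DEGs at D4 and the same 8 were DEGs at D7, 2 upregulated and 6 downregulated at each day. Fgf1, on chromosome 18 from 32273770 to 32359824, fell most, by 5.14 on the log2 scale at D4 (standard error 0.22, adjusted p = 0.000119 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by 4.32 at D7 (standard error 0.21). Thbs2, on chromosome 1 from 56653938 to 56683731, rose by a log2 fold change of 2.52 at D4 (standard error 0.15) and 2.24 at D7. Met, on chromosome 4 from 44774741 to 44852665, had a log2 fold change of 2.32 at D4 and 1.23 at D7, and Magi2, also on chromosome 4, had −3.53 and −2.36. Both differed between the days (adjusted p = 0.0372 for Met and 0.0451 for Magi2 from the same test). Pdgfa, Prkaa2 and Prlr did not pass the threshold at D4. Pdgfa had a log2 fold change of 0.94, below 2-fold (adjusted p = 0.00399 from the same test). Prkaa2 differed widely between the control libraries, and its change from control to D4 missed the threshold (adjusted p = 0.0534 from the same test). Prlr had 19 and 15 counts on D4, and its change from control also missed it (adjusted p = 0.0713 from the same test). Of the 8 common genes, 7 were DEGs at D4 and 8 at D7. Tnr did not pass at D4 (log2 fold change −2.32, adjusted p = 0.0885 from the same test), and its control libraries held 235 and 51 counts. Ccne1 had a log2 fold change of 2.93 at D4, and Erbb4 −2.87, each with little change at D7 (2.47 and −2.93). In the direct comparison of D7 with D4, 3 of the 11 genes (Magi2, Met and Ppp2r2c) and 1 of the 8 (Col9a1) passed the threshold.

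**Figure D2:**
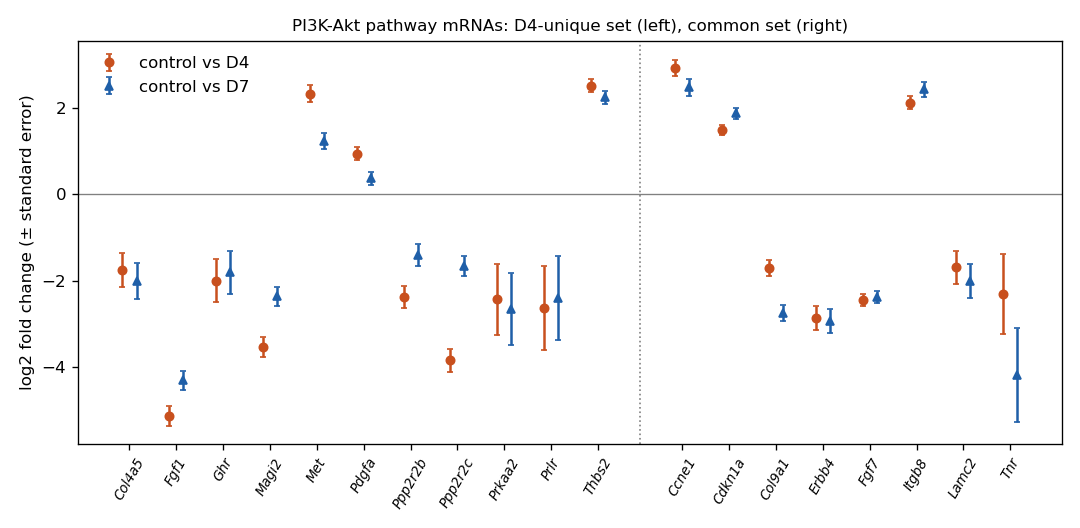
log2 fold changes against control of the PI3K-Akt pathway mRNAs named in the text, at D4 (circles) and D7 (triangles), with bars of 1 standard error on either side. The 11 genes of the D4-unique set stand to the left of the dotted line and the 8 genes of the common set to the right. The circle and the triangle of a gene lie on the same side of 0 for each of the genes.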

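Table 5 names 11 target genes for the DElncRNAs unique to the control vs D7 group. The 11 were DEGs at D7, 6 upregulated and 5 downregulated, and 10 of them were also DEGs at D4. None differed between D7 and D4 past the threshold. In the long-term potentiation pathway, Rps6ka1 had a log2 fold change of 1.98 at D4 and 2.26 at D7 (standard error 0.12 at each day). The 3 hematopoietic cell lineage genes were upregulated at both days. Cd8a, with 2 and 11 counts in the control libraries, had log2 fold changes of 3.35 at D4 and 5.01 at D7, and Cr2, with 0 and 5, had 3.86 and 3.58. Among the 3 genes of aldosterone synthesis and secretion, Lipe was the one called only at D7.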

The DElncRNAs unique to the control vs D7 group were mainly enriched in the long-term potentiation, hematopoietic cell lineage and aldosterone synthesis and secretion pathways (Figure 5C).

**Table 5:** KEGG pathway enrichment of the DElncRNAs unique to the control vs D4, the control vs D7 and the common DElncRNAs shared by these two groups.

**Group**	**ID**	**Description**	**GeneRatio**	**P value**	**Target gene symbol**
control vs D4 unique	rno04151	PI3K-Akt signaling pathway	11/102	0.00166352	Col4a5, Fgf1, Ghr, Magi2, Met, Pdgfa, Ppp2r2b, Ppp2r2c, Prkaa2, Prlr, Thbs2
control vs D4 unique	rno04010	MAPK signaling pathway	10/102	0.00167384	Cacna1e, Cd14, Dusp10, Dusp5, Fgf1, Map2k6, Mapk11, Mapk13, Met, Pdgfa
control vs D4 unique	rno04261	Adrenergic signaling in cardiomyocytes	9/102	3.74E-05	Camk2d, Ppp2r2c, Scn7a, Ryr2, Ppp2r2b, Adcy1, Mapk11, Mapk13, Myh7
control vs D4 unique	rno04015	Rap1 signaling pathway	9/102	0.00062217	Adcy1, Fgf1, Magi2, Map2k6, Mapk11, Mapk13, Met, Pdgfa, Rap1gap
control vs D4 unique	rno04530	Tight junction	8/102	0.00042471	Cldn19, Cldn20, Epb41l4b, Nedd4l, Ppp2r2b, Ppp2r2c, Prkaa2, Rab13
common	rno04151	PI3K-Akt signaling pathway	8/89	0.01971696	Ccne1, Cdkn1a, Col9a1, Erbb4, Fgf7, Itgb8, Lamc2, Tnr
common	rno04510	Focal adhesion	7/89	0.00348967	Col9a1, Flnc, Itgb8, Lamc2, Mylk, Parvg, Tnr
common	rno04110	Cell cycle	6/89	0.00128807	Ccna2, Ccnb1, Ccne1, Cdkn1a, Pkmyt1, Pttg1
common	rno04114	Oocyte meiosis	5/89	0.00562757	Ar, Ccnb1, Ccne1, Pkmyt1, Pttg1
common	rno04630	JAK-STAT signaling pathway	5/89	0.0180481	Cdkn1a, Lif, Lifr, Pim1, Socs3
control vs D7 unique	rno04720	Long-term potentiation	3/38	0.00258342	Plcb1, Rapgef3, Rps6ka1
control vs D7 unique	rno04640	Hematopoietic cell lineage	3/38	0.00762447	Cd24, Cd8a, Cr2
control vs D7 unique	rno04925	Aldosterone synthesis and secretion	3/38	0.00783606	Atp1b1, Lipe, Plcb1
control vs D7 unique	rno04114	Oocyte meiosis	3/38	0.01252668	Ar, Fbxo5, Rps6ka1
control vs D7 unique	rno04919	Thyroid hormone signaling pathway	3/38	0.01397788	Atp1b1, Plcb1, Rcan2

### lncRNA-mRNA interaction network construction

The GO terms and KEGG pathways with high enrichment scores and strong correlations with nerve regeneration were selected, and lncRNA-mRNA interaction networks were constructed within each group, with the regulation trend and the interaction mechanism annotated. 

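The panels of Figure 6A and 6B hold 31 lncRNAs and 27 mRNAs. At D4, 16 of the 31 lncRNAs were DElncRNAs and 21 of the 27 mRNAs were DEGs. Of the 16 DElncRNAs, 3 were also DElncRNAs at D7 (NONRATT002193.2, NONRATT012091.2 and NONRATT012636.2, drawn with Thbs2, Plat and Vim), and of the 21 DEGs, 19 were also DEGs at D7. In the wound healing network, 17 lncRNA-mRNA pairs had both members tested, and in 7 of them both were past the threshold at D4. In the PI3K-Akt network, 12 pairs had both members tested, and in 7 both were past the threshold.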

The lncRNA-mRNA interaction networks of wound healing and the PI3K-Akt pathway, highly enriched GO term and KEGG pathway of the control vs D4 group unique DElncRNAs are displayed in Figure 6A, 6B, respectively. The networks of axongenesis and cell cycle pathways, highly enriched GO term and KEGG pathway of common DElncRNAs are displayed in Figure 6C, 6D, respectively. 

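The axonogenesis network held 25 pairs with both members tested, and both were past the threshold in 19 pairs at D4 and in 17 at D7. In the cell cycle network, 7 pairs were tested, and both members passed in 7 at D4 and in 4 at D7. The mRNAs passed more often than the lncRNAs. Among the 32 lncRNAs of these 2 networks, 21 were DElncRNAs at both days, whereas 17 of the 19 axonogenesis mRNAs passed at D4 and 18 at D7, and the 6 cell cycle mRNAs passed at both days.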

The networks of ion transportation and hematopoiesis, highly enriched GO term and KEGG pathway of the control vs D7 group unique DElncRNAs are displayed in Figure 6E, 6F, respectively. 

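The networks of ion transportation and hematopoiesis hold 15 lncRNAs and 13 mRNAs. At D7, 5 of the 15 lncRNAs were DElncRNAs, 1 of which, drawn with Kcnab1, was also a DElncRNA at D4. The others were drawn with Kcnd3, Cd24, Rapgef3 and Hecw2. The 13 mRNAs were DEGs at D7, and the same 13 were DEGs at D4. Both members were past the threshold at D7 in 4 of the 12 ion transportation pairs tested and in 1 of the 2 hematopoiesis pairs tested.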

From the interaction networks, we found the following rules: (1) most lncRNAs are consistent with their corresponding mRNA regulation trends, and the expression trends of only a few pairs of lncRNAs and mRNAs are opposite, including NONRATT028679.2-Smad3, NONRATT028680.2-Smad3, NONRATT015315.2-Igsf10 and NONRATT030680.2-Col4a5; (2) the action mode of most lncRNAs on mRNAs is cis-acting, except NONRATT015315.2-Igsf10 and NONRATT026281.2-Rapgef3, whose mode of action is trans-acting; (3) the regulatory relationship between most lncRNAs and mRNAs is one-to-one, only a few mRNAs are regulated by two lncRNAs, and very few mRNAs are regulated by three lncRNAs at the same time.

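Figure 6 draws 79 lncRNA-mRNA pairs, with the pair of NONRATT007331.2 and Pdgfa drawn in 2 panels and counted in each. Of these, 75 had both members tested, which gave 107 combinations of a pair with a day. The lncRNA and the mRNA changed in the same direction in 104 of the 107 (97.2%, 95% Clopper-Pearson interval 92.0% to 99.4%), more than when partners were exchanged at random among the pairs (one-sided permutation test, p = 1e-05, the smallest p that 100000 shuffles can give). With the pair drawn in 2 panels counted once, an alternative chosen after seeing the data, 103 of 106 combinations changed in the same direction. The combinations are not independent. Pairs of the axonogenesis and cell cycle networks enter at both days against the same control libraries, and some pairs share an mRNA. The interval does not allow for this, and the permutation p is to be read with the same limit. The pairs had been chosen by the paper for changes in both members. The 3 combinations in opposite directions were at D4. NONRATT015315.2, on chromosome 2 from 149532436 to 149533298, fell by 2.20 on the log2 scale (standard error 0.34, adjusted p = 0.0177 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while Igsf10, from 149533151 to 149564113, rose by 1.38 (standard error 0.25, adjusted p = 0.00662 from the same test). NONRATT028679.2, on chromosome 8 from 68569530 to 68571914, had 161 and 10 counts in the control libraries and 0 and 0 on D4, at least 30.7-fold lower, but did not pass the threshold (adjusted p = 0.0763 from the same test). Smad3, from 68569530 to 68678349, had a log2 fold change of 0.98, just below 2-fold (adjusted p = 0.00287 from the same test). NONRATT030680.2, on chromosome X from 112941187 to 112983720, had 64 and 2 counts in the control libraries and 337 and 309 on D4, and its rise was not significant (adjusted p = 0.266 from the same test), while Col4a5 had a log2 fold change of −1.76. NONRATT028680.2 had 3 and 86 counts in the control libraries and at most 4 in the others, and was removed by the low-count filter. The lncRNA locus overlapped the gene of its partner in 60 of the 75 pairs (59 of 74 with each counted once), and the other 15 lay apart on the same chromosome. No pair lay on different chromosomes. NONRATT026281.2, on chromosome 7 from 139253770 to 139254390, lies within the span of Rapgef3, from 139232251 to 139254551, and at D7 it was at 2 and 2 counts, at least 7.25-fold lower than in the control libraries (adjusted p = 0.0501 from the same test).

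**Figure D3:**
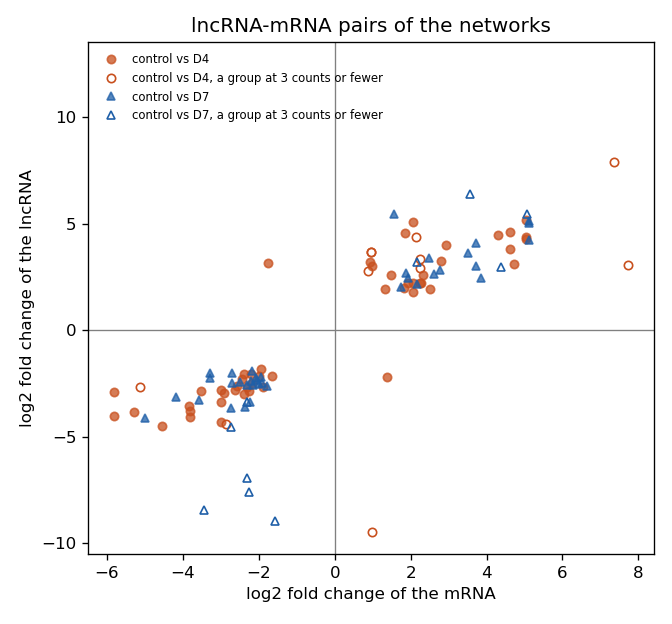
log2 fold change of the mRNA (x axis) and of the lncRNA (y axis) for the 107 combinations of a network pair with a day, control vs D4 as circles and control vs D7 as triangles. Open symbols are the 21 combinations in which a group had 3 counts or fewer in each of its libraries, so that the size of the fold change is uncertain. All but 3 symbols lie in the lower left or upper right quadrant.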

**Figure 6:**
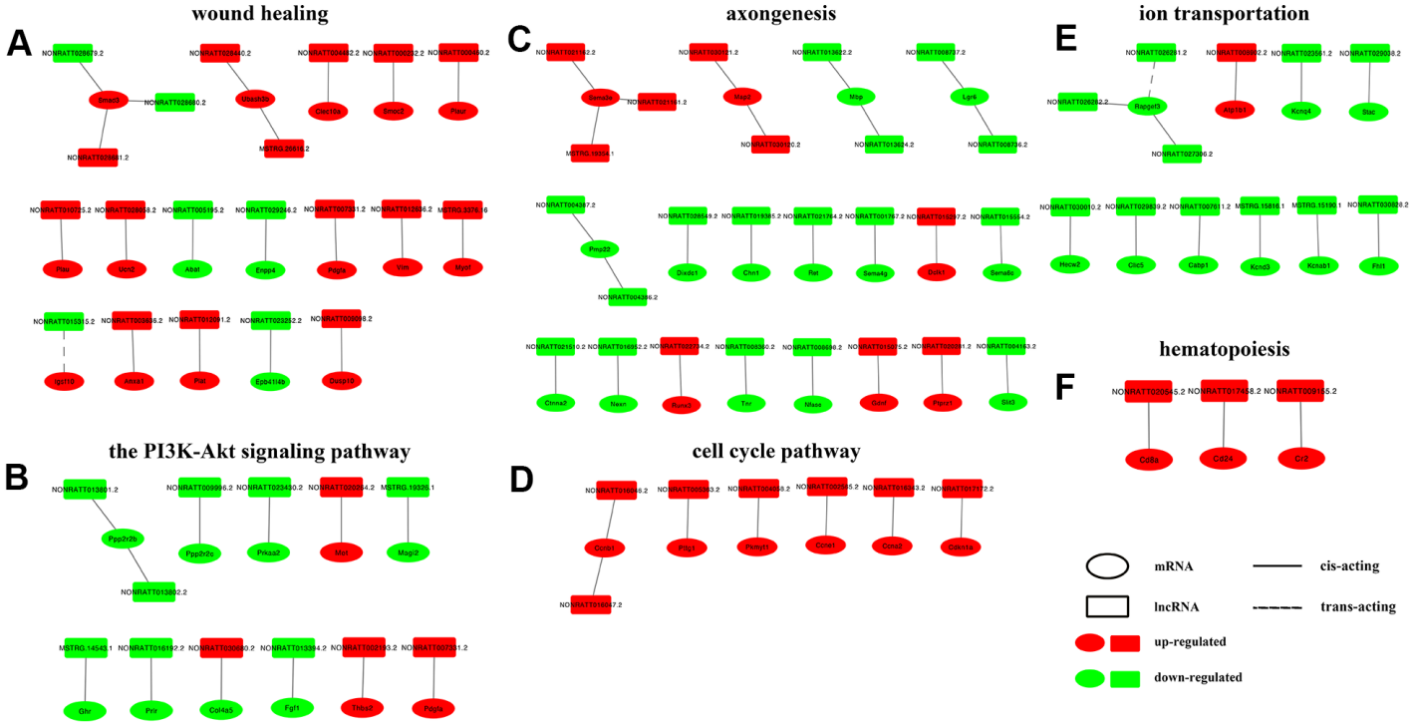
**Construction of lncRNA-mRNA networks.** DElncRNAs from top enriched GO terms and KEGG pathways and their target mRNAs were used to construct lncRNA-mRNA networks. In the network, upregulated mRNAs are displayed as red ellipses, downregulated mRNAs are displayed as green ellipses, upregulated lncRNAs are displayed as red rectangles, and downregulated lncRNAs are displayed as green rectangles. Solid lines connect lncRNAs and their cis-acting target genes, and dotted lines connect lncRNAs and their trans-acting target genes. (**A**) network constructed in GO term wound healing (top enriched GO term of DElncRNAs unique to the control vs D4 group). (**B**) network constructed in KEGG PI3K-Akt pathway (top enriched KEGG pathway of DElncRNAs unique to the control vs D4 group). (**C**) network constructed in GO term axongenesis (top enriched GO term of common DElncRNAs). (**D**) network constructed in KEGG cell cycle pathway (top enriched KEGG pathway of common DElncRNAs). (**E**) network constructed in GO term ion transportation (top enriched GO term of DElncRNAs unique to the control vs D7 group). (**F**) network constructed in KEGG hematopoiesis pathway (top enriched KEGG pathway of DElncRNAs unique to the control vs D7 group).

### RT-qPCR verification

Three sets of lncRNA-mRNA interaction pairs enriched in GO term axongenesis (Figure 6C), including 3 mRNAs and 4 lncRNAs, namely, Gndf and NONRATT015075.2, Nfasc and NONRATT008698.2, Pmp22 and NONRATT004387.2, NONRATT004386.2 were selected, and their expression was measured using RT-qPCR to verify the accuracy of the RNA-seq sequencing results. 

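RT-qPCR was done on other rats and was not analyzed here, and the RNA-seq values of the same 3 mRNAs and 4 lncRNAs came from 2 libraries per group. Gdnf, on chromosome 2 from 56887987 to 56910238, had 3 and 2 counts in the control libraries, 504 and 722 on D4 and 103 and 98 on D7. It was at least 141-fold higher at D4 and at least 28.9-fold higher at D7, and it fell from D4 to D7 by 2.29 on the log2 scale (adjusted p = 0.0117 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). NONRATT015075.2, inside the Gdnf gene from 56892629 to 56893363, had 0 and 3 counts in the control libraries, 338 and 524 on D4 and 66 and 87 on D7, at least 127-fold higher at D4 and at least 23.9-fold higher at D7. Nfasc, on chromosome 13 from 49335408 to 49522415, had a log2 fold change of −2.99 at D4 (standard error 0.25, adjusted p = 0.000403 from the same test) and −3.57 at D7 (standard error 0.25). NONRATT008698.2, inside Nfasc from 49357962 to 49358710, had 131 and 91 counts in the control libraries, 1 and 23 on D4 and 16 and 8 on D7. Its log2 fold changes of −3.39 and −3.29 did not pass the threshold (adjusted p = 0.0862 at D4 and 0.108 at D7 from the same test). Pmp22, on chromosome 10 from 49538588 to 49568583, fell by 5.81 on the log2 scale at D4 (standard error 0.36) and by 3.28 at D7 (standard error 0.32), and rose between D4 and D7 (log2 difference 2.53, adjusted p = 0.0184 from the same test). NONRATT004386.2 and NONRATT004387.2, inside Pmp22, had log2 fold changes of −2.90 and −4.02 at D4 (adjusted p = 0.00969 and 0.00774 from the same test) and of −2.01 and −2.24 at D7. NONRATT004386.2 spans 49542232 to 49561843 and NONRATT004387.2 spans 49542637 to 49561828, so fragments from the region could have been counted on either lncRNA or on Pmp22. In all, 12 of the 14 changes (7 genes at 2 days) were past the threshold, and 6 were when at least 10 counts were required in every library, a filter that removes genes near 0 in 1 group. With each library left out in turn, the 14 log2 fold changes kept their sign.

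**Figure D4:**
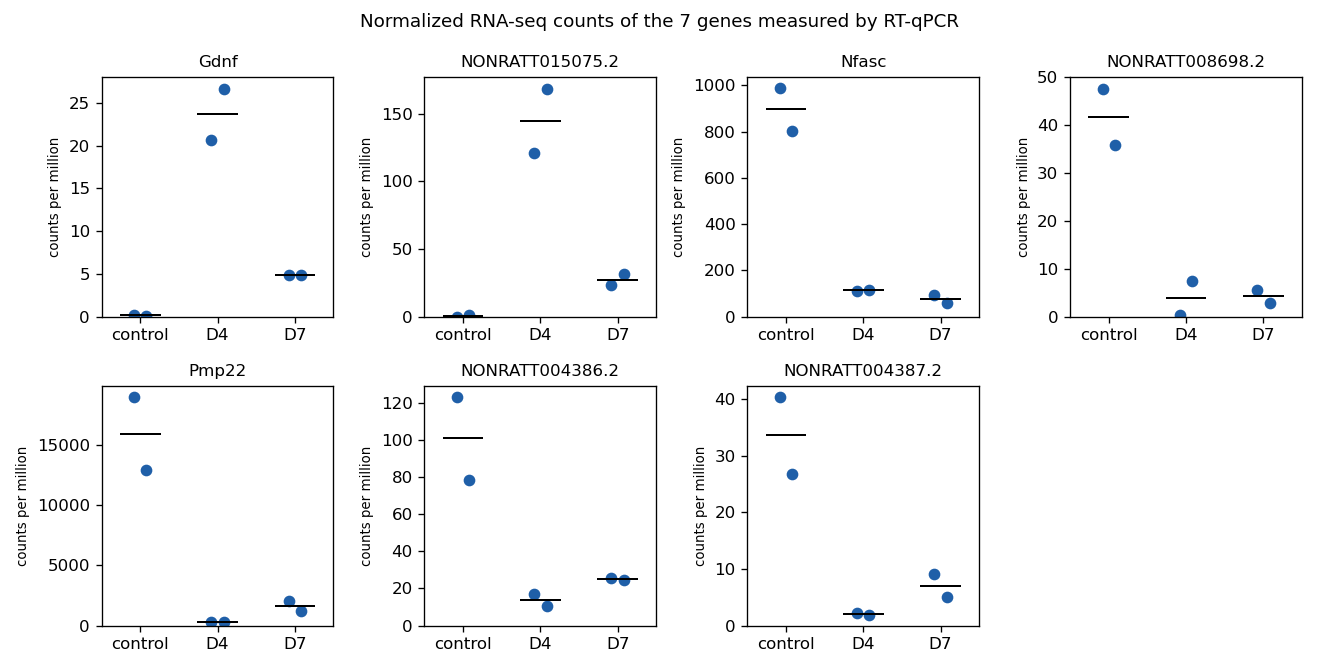
Normalized RNA-seq counts (CPM) of the 3 mRNAs and 4 lncRNAs measured by RT-qPCR, in the control, D4 and D7 groups. Each point is 1 library and each line the mean of a group, and each panel has its own y axis starting at 0. Gdnf and NONRATT015075.2 are highest on D4, and the other 5 are highest in the control group.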

The RT-qPCR results (Figure 7) showed that the expression trends of the above 7 genes on D4 and D7 post-operation compared to the control group were completely consistent with the RNA-seq results. In addition to the NONRATT008698.2 gene, the expression levels of the other 6 genes on D4 and D7 all had significant differences compared to the control group.

**Figure 7:**
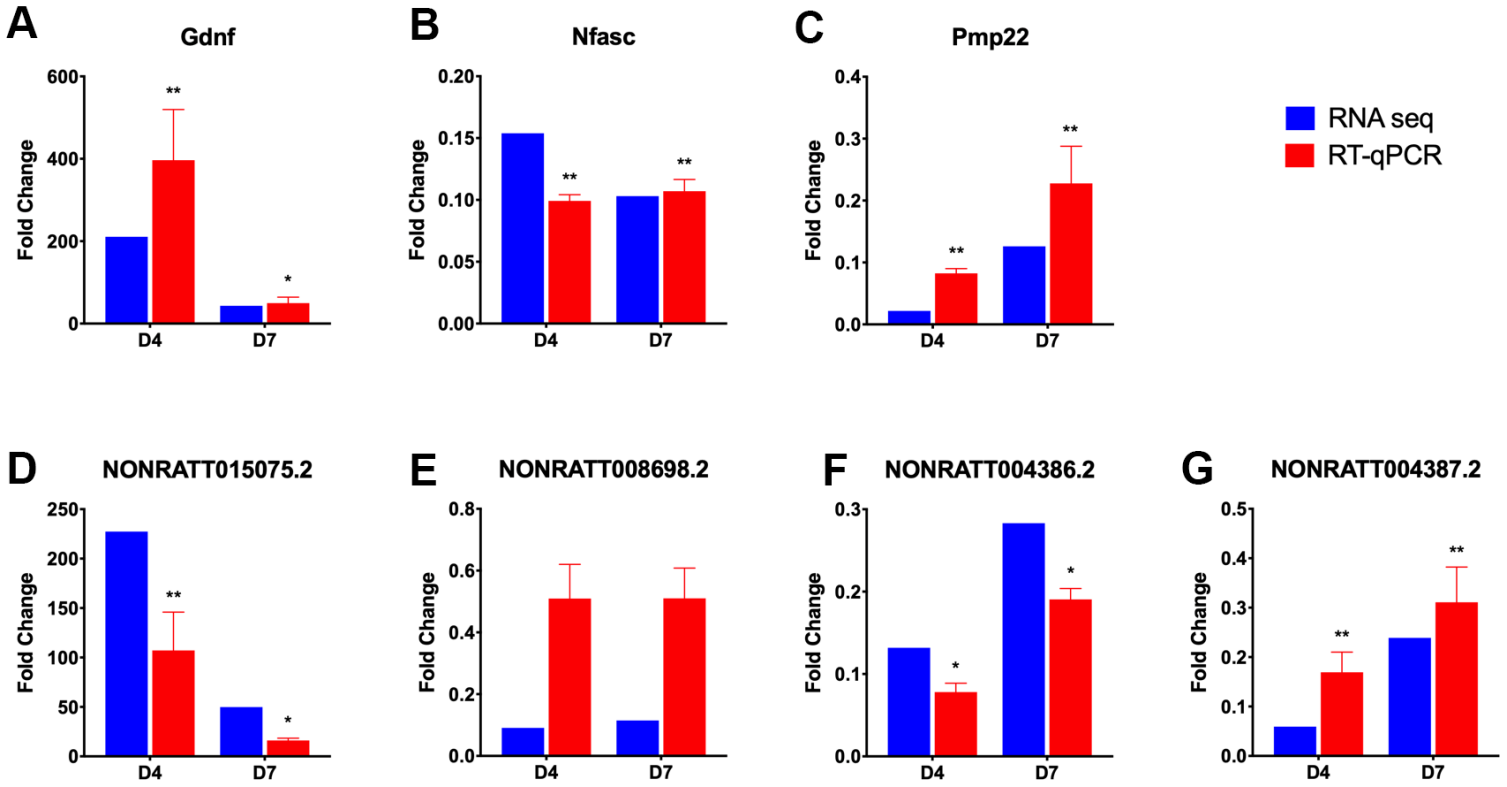
**RT-qPCR verification of selected differentially expressed lncRNAs and mRNAs.** Three lncRNA-mRNA interaction pairs were selected from the lncRNA-mRNA network constructed in axongenesis GO term, and their expression, expressed as fold change value compared with control group (omitted), were verified using RT-qPCR (red bar). The lncRNA-mRNA pairs selected are Gdnf (**A**) and NONRATT015075.2 (**D**); Nfasc (**B**) and NONRATT008698.2 (**E**); Pmp22 (**C**), NONRATT004386.2 (**F**) and NONRATT004387.2 (**G**). And the results were compared with those obtained from RNA-seq (blue bar). Statistically significant values are presented as asterisks (*), *P < 0.05, **P < 0.01.

## DISCUSSION

After peripheral nerve injury, the injured distal axon undergoes Wallerian degeneration, accompanied by a phenotypic change in Schwann cells from dedifferentiation (to guide axon regeneration) to redifferentiation (to promote the myelination of regenerated axons) [23], and this process involves a variety of biological activities from gene transcription and epigenetic regulation [24, 25]. Although an increasing number of studies have attempted to clarify the role of a single gene in this process in recent years, the regulatory relationship among genes is still not clear. In this study, with the use of RNA-seq techniques and bioinformatics methods, we identified the differentially expressed lncRNAs, predicted their potential role in the early post-PNI stage, and finally constructed the lncRNA-mRNA interaction networks in the pathways or biological processes in which those lncRNAs were enriched.

In our study, 579 common DElncRNAs were shared by the control vs D4 and control vs D7 groups, which participate in the whole process of the regulation of gene expression in the early stage after sciatic nerve injury. These lncRNAs were mainly enriched in axongenesis, chromosome segregation, regulation of cell development, spindle, presynaptic membrane and ion channel activity in GO enrichment. In KEGG enrichment analysis, these DElncRNAs were mainly enriched in the PI3K-Akt signaling pathway, focal adhesion, JAK-STAT signaling pathway, the ECM-receptor interaction pathways. These GO terms or KEGG pathways that DElncRNAs were mainly enriched were highly consistent with the results of the DEG functional enrichment analysis in rat sciatic nerve injury reported by previous studies [26–28], indicating a high credibility of evidence that the lncRNAs we analyzed have the potential to play a role in the regulation of PNI-associated genes. To determine the different functions of the DElncRNAs at different time points after injury, we analyzed the GO and KEGG enrichment of DElncRNAs unique to the control vs D4 and control vs D7 groups. The results showed that the unique DElncRNAs in the control vs D4 group were mainly enriched in wound healing, regulation of wound healing and endothelial cell chemotaxis-related GO terms, suggesting that the regulatory effect of lncRNAs on injured nerve repair and angiogenesis may begin in the very early stages after nerve injury. The DElncRNAs unique to the control vs D7 group were mainly enriched in GO terms related to ion transmembrane transport, especially channels related to calcium and potassium, which play important roles in axon degeneration and nerve repair. After PNI, the influx of extracellular calcium and the release of intracellular calcium can induce the activation of axon proteases, such as calpains, which in turn cause Wallerian degeneration at the distal end of the injury [29]. Studies have shown that the reduction in intracellular calcium can lead to the delayed occurrence of axon degeneration [30]. Studies on potassium channels in PNI have shown that Kv2.1 ion channels on the surface of motor neurons rapidly decrease one week after injury and then gradually recover [31], although the influence of such a change is not clear. Interestingly, we found that the DElncRNAs unique to the control vs D4 group and the common DElncRNAs were both highly enriched in the PI3K-Akt signaling pathway. However, the mRNAs regulated by DElncRNAs of the two are totally different: the control vs D4 unique DElncRNAs mainly regulate the Col4a5, Fgf1, Ghr, Magi2, Met, Pdgfa, Ppp2r2b, Ppp2r2c, Prkaa2, Prlr and Thbs2 genes in the PI3K-Akt signaling pathway, while the common DElncRNAs mainly regulate the expression of Ccne1, Cdkn1a, Col9a1, Erbb4, Fgf7, Itgb8, Lamc2 and Tnr genes in this pathway. The PI3K-Akt signaling pathway is considered to be closely related to peripheral nerve axon growth, myelination, and Schwann cell function [32]. Our findings suggested that the different components of the PI3K-Ak signaling pathway may be regulated by different lncRNAs at different stages after PNI.

GO terms and KEGG pathways with high enrichment scores were selected and the lncRNA-mRNA interaction networks were then constructed within these terms and pathways. In the PI3K-Akt signaling pathway, enriched by the DElncRNAs unique to the control vs D4 group, there are two sets of lncRNA-mRNA interaction networks that attracted our attention: NONRATT013801.2/NONRATT013802.2-Ppp2r2b and NONRATT009996.2-Ppp2r2c. Among them, Ppp2r2b and Ppp2r2c belong to the regulatory B subunit of protein phosphatase 2A (PP2A). Akt is the main substrate of PP2A, and inhibition of PP2A can enhance the activity of Akt [33]. 

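Ppp2r2b, on chromosome 18 from 36985714 to 37245809, had 366 and 241 counts in the control libraries and 81 and 83 on D4, a log2 fold change of −2.38 (standard error 0.26, adjusted p = 0.00106 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At D7 its log2 fold change was −1.42. Ppp2r2c, on chromosome 14 from 78679214 to 78902063, had 1168 and 839 counts in the control libraries and 80 and 119 on D4, a log2 fold change of −3.85 (standard error 0.26). At D7 it was −1.67, and the rise from D4 to D7 was significant (log2 difference 2.18, adjusted p = 0.0159 from the same test). NONRATT013802.2, inside Ppp2r2b from 37237481 to 37238060, had 37 and 22 counts in the control libraries, 4 and 4 on D4 (adjusted p = 0.0196 from the same test) and 37 and 24 on D7. NONRATT013801.2, from 37086271 to 37246483, had a D4 log2 fold change of −2.05 (adjusted p = 0.0467 from the same test), and the call was lost in 4 of 7 other fits. NONRATT009996.2, on chromosome 14 from 78676780 to 78678417, just outside Ppp2r2c, had a D4 log2 fold change of −3.54 (standard error 0.40, adjusted p = 0.00777 from the same test) and −1.62 at D7. Mtor changed little at D4 (log2 fold change 0.18, adjusted p = 0.137 from the same test) and Jun rose by a log2 fold change of 2.40 at D4 (standard error 0.09) and 2.13 at D7. Akt activity and mTOR signaling are protein measurements and were not analyzed here, and the Mtor mRNA level does not measure that signaling.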

Combined with the results of our study: the expression levels of Ppp2r2b and Ppp2r2c on D4 post injury, including their regulatory lncRNAs, were downregulated. We speculated that lncRNAs NONRATT013801.2 and NONRATT013802.2 could inhibit the expression of PP2A, leading to the upregulation of Akt and its downstream mTOR signaling pathway, finally activating the expression of c-Jun, a key factor that promotes Schwann cells entering the repair state [34, 35].

In the GO term axonogenesis enriched by the common DElncRNAs, lncRNA NONRATT015075.2 may lead to the upregulation of the glial cell-line-derived growth factor (Gdnf) gene. Gdnf, a TGF-β-related neurotrophic factor, can promote the proliferation and migration of Schwann cells and help the regeneration of neuronal axons [36–38]. Sema3e (semaphorin 3e) and its receptor play an important role in axonal guidance [39]. In this study, we predicted 3 lncRNAs that could regulate Sema3e, namely, NONRATT021162.2, NONRATT021161. 

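Sema3e, on chromosome 4 from 17272511 to 17594598, had 57 and 31 counts in the control libraries, 1753 and 2352 on D4 and 1807 and 1702 on D7, with log2 fold changes of 5.03 and 5.12 (standard error 0.22 at each day). The 3 lncRNAs drawn with it in Figure 6C lie inside the gene. NONRATT021162.2, from 17315508 to 17316646, had 6 and 8 counts in the control libraries and between 213 and 341 in the injured ones (D4 log2 fold change 5.17, standard error 0.34, adjusted p = 0.00239 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). NONRATT021161.2, from 17314741 to 17315458, had a log2 fold change of 4.38 at D4 and 4.25 at D7 (standard error 0.52 at each day). The newly predicted (MSTRG) lncRNA from 17512550 to 17516491 had log2 fold changes of 4.30 at D4 and 5.13 at D7. None of these features differed between D7 and D4 past the threshold. Because the lncRNAs lie within the gene, their fragments could not be told apart from unspliced Sema3e transcripts by position.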

2 and MSTRG.19354.1. In the GO term ion transmembrane transport, enriched by the control vs D7 unique DElncRNAs, we noticed that 3 pairs of lncRNA-mRNA were all related to voltage-gated potassium channels. They were NONRATT023561.2 and Kcnq4, MSTRG.15816.1 and Kcnd3, MSTRG.15190.1 and Kcnab1. The expression of the above 3 pairs of genes all showed a downward-regulated trend. Similarly, Zhao et al. found that lncRNA Kcna2 antisense RNA can cause the downregulation of voltage-gated potassium channel Kcna2, which may be related to neuralgia after PNI [40]. 

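At D7, Kcnd3, on chromosome 2 from 207923775 to 208140727, had a log2 fold change of −2.19 (standard error 0.18), and Kcnab1, on chromosome 2 from 155718359 to 156009526, of −2.04 (standard error 0.52). At D4 the log2 fold changes of these mRNAs were −1.67 and −1.65, each past the threshold, and neither differed between the days. The control libraries of Kcnab1 held 223 and 471 counts, and its call at D7 was lost when only the control and D7 libraries were fitted. NONRATT023561.2 had 24 and 27 counts in the control libraries and 1 and 4 on D7, and narrowly missed the threshold (log2 fold change −3.38, adjusted p = 0.0539 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The newly predicted (MSTRG) lncRNA inside Kcnd3, from 207947735 to 207953173, had a D7 log2 fold change of −1.91 (standard error 0.24, adjusted p = 0.0151 from the same test). The one inside Kcnab1, from 155746341 to 155755812, had −2.32 (standard error 0.41, adjusted p = 0.0372 from the same test), a call that was lost in 3 of 8 other fits.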

Finally, we selected 3 groups of lncRNA-mRNA interaction pairs, a total of 7 genes including 3 mRNAs and 4 lncRNAs, and used RT-qPCR to detect their expression levels. The results showed that the results of RT-qPCR and RNA-seq results were completely consistent. However, the regulatory relationship between lncRNAs and their target genes needs further study.

Studies have shown that aging and its comorbidities, such as hypertension and diabetes, have an important impact on the plasticity of both central and peripheral nerve systems after injury [41–43]. However, in the current study, as we did not include the aging animals as our study objects, it is unable for us to clarify the impact of senescence on the lncRNAs expression profile after peripheral nerve injury, which is the limitation of this study and needs us to further investigate in the future studies.

In this study, we used NGS technology to sequence rat sciatic nerve tissues on D4 and D7 after injury, analyzed the DElncRNAs at different time points, and predicted the target genes combined with the corresponding mRNA expression data. The DElncRNAs at different time points were analyzed for functional enrichment, and the GO terms and KEGG pathways with high enrichment rates were selected to construct the lncRNA-mRNA interaction networks. This study preliminarily revealed the regulatory role of lncRNAs at different time points in the early stage after PNI, which could provide new potential targets for the research and treatment of PNI.

## Supplementary Material

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

# Supplementary material for: Integrated analysis of long noncoding RNAs and mRNA expression profiles reveals the potential role of lncRNAs in early stage of post-peripheral nerve injury in Sprague-Dawley rats
**Source:** Aging (Albany NY). 2021 May 8;13(10):13909–25. doi: 10.18632/aging.202989
**Supplement:** Supplementary Table 3

## SUPPLEMENTARY TABLE

**Supplementary Table 3. Primer sequences of candidate and reference genes.**

| Gene name         | Primer sequences           |
|-------------------|----------------------------|
| Gdnf-F            | AGGCCAGGCATGTTGCA          |
| Gdnf-R            | CCAGGCTGTCGTCTAAAAACG      |
| NONRATT015075.2-F | TTCAGAGGTGTTCTGTTGTAGAATGA |
| NONRATT015075.2-R | GCCTCTCCCTTTCAGCTCTTC      |
| Nfasc-F           | TGGGAGAAGATATCCAGAGTTTTGT  |
| Nfasc-R           | GGTCACCTGATCTGCTGCTACA     |
| NONRATT008698.2-F | GCCTGGCCAAGAGAGCTATG       |
| NONRATT008698.2-R | CACTCCCTGCTCCTCCTTCTG      |
| Pmp22-F           | GAGCATCAGGACGAGCGTCTA      |
| Pmp22-R           | GACCCAGAAAGCCAGGGAAT       |
| NONRATT004387.2-F | CCTCACACCCTCCTTCCTCTC      |
| NONRATT004387.2-R | GAACAGGATCCCCAACAAGAGT     |
| NONRATT004386.2-F | CATCCTTCAGGAACTCCTCTCC     |
| NONRATT004386.2-R | GATCCCCAACAAGAGTAGAAGCA    |
| Gapdh-F           | TGGCCTCCAAGGAGTAAGAAAC     |
| Gapdh-R           | GGCCTCTCTCTTGCTCTCAGTATC   |

How the deposited data were processed for this re-analysis (not part of the article)

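Rat sciatic nerves were sequenced in 3 groups of 2 rats: a control group, a group 4 days after the crush injury (D4) and a group 7 days after it (D7). The paper's methods describe control rats as operated on without the clamp, while the sample labels call them normal controls, and the samples were grouped as control under either reading.

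The fragment counts of each lncRNA transcript and each gene were made by the authors, who removed ribosomal reads, mapped the remaining reads to the Ensembl rat genome with Hisat2, assembled and annotated transcripts with Stringtie and GffCompare, and counted fragments with Stringtie. The deposited counts are whole numbers that had not been normalized. The FPKM values were computed by the authors from these counts. Although the methods place a TMM normalization before the FPKM calculation, the deposited mRNA FPKM values follow the mRNA total of each library with no further factor, and the lncRNA values follow a denominator near the summed lncRNA and mRNA counts. The counts were therefore used for all tests between groups, and FPKM only to compare the expression levels of lncRNAs and mRNAs within libraries and to choose the features named. Whether the counting used the strand was not stated. lncRNAs were counted per transcript and mRNAs per gene, and loci were taken from the annotation columns on the Ensembl rat genome that the authors' methods name.

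Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Features were filtered with filterByExpr, scaled with TMM factors, and fitted with the quasi-likelihood model in 1 fit of the 6 libraries, for lncRNAs and mRNAs separately. The contrasts were D4 against control, D7 against control and D7 against D4, with Benjamini-Hochberg adjustment over all features tested. The thresholds were an adjusted p-value under 0.05 and a fold change of at least 2. The paper's methods name edgeR and do not name the function, the filter or the libraries in each fit. Standard errors of log2 fold changes were computed as the absolute log2 fold change divided by the square root of the F statistic. With 2 rats per group the fold changes rest on 2 libraries per arm, and no sample could be judged an outlier.

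Where all libraries of a group held 3 counts or fewer, the fold change was computed against 3 counts and is given as a lower bound. The expression levels of lncRNAs and mRNAs were compared as medians of log2(FPKM + 1), with an exact sign-flip permutation test over the 6 libraries. The lncRNA-mRNA pairs and their days were read from Figure 6, and the direction of change of the pairs was tested by shuffling partners 100000 times. The 95% interval of a share covers counting error alone and not differences between rats. Further work was done with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

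The features named in the text were chosen by a rule set before the data were examined: every gene and lncRNA that the paper names in its results or discussion, and, for lncRNAs and mRNAs at each day, the 3 largest rises and the 3 largest falls among features past the threshold, with both injured libraries on the same side of both control libraries and a mean FPKM of at least 1 in the control or the injured group. The order was that of the fitted log2 fold changes, which are large where a group held 0 counts, so it need not be the order of the lower bounds printed. Genes of Tables 2 to 5 were summarized as counts, with the highest and lowest as examples. Members of counts of 5 or fewer that are named in the text, such as Nefl, NONRATT014793.2, Cuedc2 and Lipe, were named after their values were seen.

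The following alternatives were also set before the data were examined: fits of only the 2 groups compared, the library letter as a block, DESeq2 1.42.0 with its own size factors, edgeR's exact test, no TMM factors, no low-count filter, at least 10 counts in every library, a joint fit of lncRNAs and mRNAs, 4 other thresholds, and leaving out each library. The letters a and b come from the sample labels. Libraries with the same letter are different rats, and the letter was used as a block only as an alternative. Alternatives meant for tables without counts do not apply.

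The procedure was tested on simulated data made from the estimated means and dispersions with 200 changed features at each day. With 4-fold changes alone, 171 and 169 of 200 changed mRNAs were recovered at D4 and D7, and 0 of 200 changed lncRNAs at each day. A second simulation was added after that result was seen, with 4-fold and 16-fold changes in 100 features each. It recovered 85 and 94 of the 4-fold and 99 and 98 of the 16-fold mRNA changes at D4 and D7, with 10 and 17 false calls. For lncRNAs it recovered 12 and 8 of the 4-fold and 84 and 76 of the 16-fold changes, with 8 and 1 false calls. These simulations changed 200 features, whereas 1415 DElncRNAs were called at D4 in the data. The Benjamini-Hochberg adjustment is stricter when fewer features change, so the simulated recovery need not be that of the data. A lncRNA without a call may still have changed near 4-fold, and how often was not determined.

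GO and KEGG enrichment, exon numbers, strand classes and RT-qPCR were not analyzed here. The gene symbols Gstm2 and Nos1ap were not found in the mRNA annotation, and Btbd8 and Rps28 each fit 2 gene identifiers, so these genes were left out.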

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

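Among the tests cited in this part, those of lncRNAs that were near absent in 1 library of a group and abundant in the other were chosen after the result was seen, and the tests of depth and of spread between libraries were written before it.

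Some features differed between the groups at D7 and D4. In the direct comparison of the 2 days, 35 lncRNAs and 331 mRNAs passed the threshold. The following genes passed it among those named in the running text of the paper. The log2 difference of D7 against D4 was 2.53 for Pmp22, 2.95 for Kcna2, 2.18 for Ppp2r2c and 1.17 for Magi2. These were lower than control at both days and less so at D7. The difference was −2.29 for Gdnf and −1.09 for Met, which were higher than control at both days and less so at D7. It was −1.04 for Col9a1, which was lower than control at both days and more so at D7. Genes that the paper names only in its tables or networks also passed, among them Prx (4.89), Cldn19 (4.54), Cuedc2 (2.03) and Dusp10 (−1.39).

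A difference in depth was weighed by thinning every library to the smallest total, after which the D4 calls outnumbered the D7 calls 1.73 times for lncRNAs (1436 against 828) and 1.14 times for mRNAs (3276 against 2878), close to the 1.74 and 1.16 times without thinning. A wider spread between the D7 libraries was weighed by the share of features that differed 2-fold between them. That share was 6.95% for lncRNAs called only at D4 and 4.97% for lncRNAs called at both days (one-sided permutation test, p = 0.0741), and 3.91% and 3.50% for mRNAs (one-sided permutation test, p = 0.307). The spread test compares called features only. Over all features compared between replicates, 3.64% of mRNAs differed 2-fold between the D7 libraries and 1.43% between the D4 libraries, and 14.5% and 13.3% of lncRNAs did. With only the 2 groups compared in each fit there were 1263 DElncRNAs at D4 and 532 at D7, and 3434 and 2559 DEGs. Counted without a test, 2-fold changes were also more numerous at D4, with 4145 lncRNAs against 3769 at D7 and 4179 mRNAs against 3805, and more noise at D7 would act the other way. A wider spread between the D7 libraries thus does not account for the whole difference in calls, and how much it adds in the fits of 2 groups was not tested. Neither test concerns the genes named in the preceding paragraph themselves, and no biological explanation was tested. Whether a gene changed within a cell type or with the number of cells was not tested.

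Other results concern features the paper does not discuss, which were at 0 to 7 counts in the control libraries and rose after injury. Among lncRNAs at D4, the newly predicted lncRNA on chromosome 3 from 136172281 to 136182650 was at least 83.7-fold higher, NONRATT029243.2 was at least 51.4-fold higher, and the newly predicted lncRNA on chromosome 7 from 65244583 to 65259113 had a log2 fold change of 10.07. At D7, the newly predicted lncRNAs on chromosome 10 from 28602695 to 28604335 and on chromosome 16 from 58973589 to 59053685 were at least 68.3-fold and 52.6-fold higher, and NONRATT021747.2 was at least 38.9-fold higher. Among mRNAs, Hmga2 was at least 73.9-fold, Pth2r at least 29.9-fold and Podnl1 at least 27.3-fold higher at D4, and Tyrp1 was at least 1299-fold, Pth2r at least 29.8-fold and AABR07030791.1 at least 24.5-fold higher at D7.

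A technical explanation for a lncRNA that appears from 0 is that fragments were assigned to different overlapping transcript models in different libraries. Of 5459 lncRNAs with 100 counts in at least 1 library, 223 (4.09%) held 3 counts or fewer in 1 library of a group and 100 or more in the other, against 10 of 12395 mRNAs. These 223 overlapped a gene more often than the other lncRNAs did, 75.3% against 68.8% (one-sided permutation test, p = 0.021). Such assignment may therefore account for part of the lncRNA results above, and a change of the locus cannot be told apart from it for a single lncRNA. The newly predicted lncRNA on chromosome 7 lies inside Hmga2, which rose as well, so fragments of the same transcripts may have been counted on both.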

How the results depend on the processing

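Across the fits of only the 2 groups compared, DESeq2, edgeR's exact test, no TMM factors, at least 10 counts in every library and the joint fit of lncRNAs and mRNAs, the number of DElncRNAs at D4 lay between 1263 and 1890, against 1415. Counts of DEGs stayed within 1.5 times of 3333 at D4, 2863 at D7 and 2259 at both days in each of these fits and without the low-count filter. The other lncRNA counts, 815 at D7, 624 at both days and 35 differing between D7 and D4, moved more. The cause of these shifts was not tested.

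Fitting only the 2 groups compared gave 532 DElncRNAs at D7 and 402 at both days. DESeq2 gave 1438 at D7, 994 at both days and 402 between D7 and D4, and the exact test gave 1370 at D7 and 266 between D7 and D4. Without the low-count filter there were 865 at D4, 425 at D7, 356 at both days and 17 between D7 and D4. With at least 10 counts in every library 78 lncRNAs differed between D7 and D4, and in the joint fit 109. For mRNAs, DESeq2 gave 509 and the exact test 631 between D7 and D4, against 331.

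With the library letter as a block there were 898 DElncRNAs at D4, 459 at D7, 377 at both days and 10 between D7 and D4. The correlations of the deviations of same-lettered libraries across lncRNAs were 0.05 between control and D4, 0.07 between control and D7 and 0.01 between D4 and D7. The block gave 3281 DEGs at D4, where the correlation across mRNAs was 0.01. With the D4 letters exchanged, a pairing chosen after seeing the data, the block gave 3364 DEGs at D4 and 2907 at D7.

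Most of the largest shifts came with a changed threshold, but not every threshold moved the counts much. Without a fold threshold there were 1578 DElncRNAs at D4, 880 at D7, 691 at both days and 35 between D7 and D4. With an unadjusted p-value under 0.05 there were 3682 DEGs at D4 and 3264 at D7. With an unadjusted p-value under 0.05 there were 2876 DElncRNAs at D4, 2494 at D7, 1672 at both days and 973 between D7 and D4, and 820 mRNAs between D7 and D4. Counting every 2-fold change without a test gave 4145, 3769, 2630 and 1973 lncRNAs, and 1195 mRNAs between D7 and D4. Testing against the 2-fold change gave 460, 252, 201 and 19 lncRNAs, and 1683, 1217, 1000 and 37 mRNAs. Without a fold threshold there were 6715 DEGs at D4, 5705 at D7, 4632 at both days and 710 between D7 and D4.

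The split by direction moved with the scaling. Without TMM factors, 981 DElncRNAs rose and 544 fell at D4 and 593 rose and 337 fell at D7, and 2430 mRNAs rose and 1077 fell at D4 and 2215 rose and 930 fell at D7. In the joint fit 602 DElncRNAs rose and 1036 fell at D4.

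The comparison of lncRNA against mRNA expression level kept its direction without newly predicted lncRNAs (0.54) and with each library left out (0.60 to 0.62). It reversed with the mean of log2(FPKM + 1) (−0.35), with features above 0 in at least 1 library (−1.56), with features at an FPKM of 1 or more in the library (−1.55) and with the mean FPKM on the linear scale (−8.52).

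Of the 14 changes of the 7 RT-qPCR genes, 12 passed the threshold. With at least 10 counts in every library 6 did, since genes near 0 in a group were removed, and the other fits gave 9 to 14. The share of network pairs changed in the same direction stayed between 96.4% and 98.5% under its alternatives and did not move when any library was left out.

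With each library left out, between 1364 and 1389 of the 1415 DElncRNAs at D4 and between 796 and 806 of the 815 at D7 kept a 2-fold change in the same direction, as did 3100 to 3201 of 3333 DEGs at D4 and 2653 to 2766 of 2863 at D7. No test was made in these fits, since 1 arm then held 1 library.

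Among 124 results for 73 named features, fits under other settings left 860 values on the same side of the threshold, 43 became past it and 32 fell short. With each library left out, 381 values were counted as the same, 111 as moved and 4 as reversed. The reversals were of D7 changes near 0. NONRATT013802.2 went from −0.04 to 0.12 without TMM factors and ranged from −0.36 to 0.31 with each library left out, and NONRATT030680.2 ranged from −3.44 to 4.35.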

Differences from the paper's values

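The number of DElncRNAs unique to the control vs D7 group was 191, against the paper's 317. Among the alternatives set before the data were examined, the value came within 1.5 times of the paper's with DESeq2 (444), edgeR's exact test (445), no TMM factors (231), at least 10 counts in every library (273) and the joint fit of lncRNAs and mRNAs (237). It did not with the fit of only the 2 groups compared (130), the library letter as a block (82), no low-count filter (69), an unadjusted p-value under 0.05 (822), no fold threshold (189), a 2-fold change without a test (1139) or a test against the 2-fold change (51).

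The paper draws each lncRNA and mRNA of Figure 6 as changed. Of its 110 combinations of a lncRNA with a day, 69 were past the threshold here and 41 were not. Under other settings, the number past the threshold was 92 with DESeq2, 99 with the exact test, 66 with only the 2 groups compared, 78 in the joint fit, 53 with the letter as a block, 37 with at least 10 counts in every library, 69 without TMM factors, 49 without the low-count filter, 103 with an unadjusted p-value under 0.05, 69 without a fold threshold, 106 with a 2-fold change alone and 39 when tested against the 2-fold change. No setting called 3 of them, which are drawn with Myof, Dusp10 and Cd8a. These 3 lncRNAs were not tested in the main fit, so the other thresholds on that fit could not have called them. Their names were read from Figure 6, and a misread name cannot be ruled out.

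Of the 90 combinations of an mRNA with a day, 81 were past the threshold. Smad3 at D4 was past it with only the 2 groups compared, DESeq2, no TMM factors, at least 10 counts in every library, the joint fit and no fold threshold. Pdgfa, Smoc2 and Anxa1 were past it without TMM factors, in the joint fit and without a fold threshold. Tnr at D4 was past it with DESeq2, an unadjusted p-value under 0.05 and a 2-fold change alone, and Prlr with these and with only the 2 groups compared. Prkaa2 was past it with only the 2 groups compared, the letter as a block, DESeq2, the exact test, no low-count filter, an unadjusted p-value and a 2-fold change alone. Nexn was past it at D4 with the letter as a block, the exact test, no low-count filter, an unadjusted p-value and a 2-fold change alone, and at D7 with these apart from the low-count filter.

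Among lncRNAs named in the text, NONRATT008698.2 at D4 was past the threshold with DESeq2, the exact test, an unadjusted p-value and a 2-fold change alone, and at D7 also with only the 2 groups compared. NONRATT028679.2 at D4 was past it with DESeq2, the exact test, an unadjusted p-value and a 2-fold change alone, NONRATT028680.2 at D4 with DESeq2, and NONRATT030680.2 at D4 with a 2-fold change alone. NONRATT026281.2 at D7 was past it with only the 2 groups compared, DESeq2, the exact test, the joint fit, an unadjusted p-value and a 2-fold change alone. NONRATT023561.2 at D7 was past it with DESeq2, the exact test, the joint fit, an unadjusted p-value and a 2-fold change alone.

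The paper gives more DElncRNAs falling than rising in the control vs D7 group, while here 422 rose and 393 fell. More fell than rose at D7 with only the 2 groups compared (264 rose and 268 fell), DESeq2 (707 and 731), at least 10 counts in every library (444 and 466) and the joint fit (460 and 506). The paper gives a clear majority of rising DEGs, while here 1706 rose and 1627 fell at D4 and 1493 rose and 1370 fell at D7. Without TMM factors, 2430 rose and 1077 fell at D4 and 2215 rose and 930 fell at D7. In the joint fit 1990 rose and 1287 fell at D4 and 1604 rose and 1212 fell at D7. Tested against the 2-fold change, with TMM factors kept, 977 rose and 706 fell at D4 and 770 rose and 447 fell at D7. With an unadjusted p-value under 0.05 there was no rising majority (1837 and 1845 at D4, 1629 and 1635 at D7).

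The paper states that average lncRNA expression lies above that of mRNAs. The mean of log2(FPKM + 1) was lower for lncRNAs here, by an average difference of −0.35, and the mean FPKM was 3.75 to 4.30 for lncRNAs and 11.6 to 13.1 for mRNAs, while the median was higher for lncRNAs. The paper treats the PI3K-Akt genes of the control vs D4 group as a set apart, while 8 of its 11 were past the threshold at D7 as well. The target genes listed for the D7-unique DElncRNAs were mostly DEGs at D4 too (23 of 27). The paper calls NONRATT015315.2 and NONRATT026281.2 trans-acting on Igsf10 and Rapgef3, and here both loci overlapped their genes.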

Other observations

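The tests of the mix of rising and falling features, of the listed cis pairs with both members tested, of the D7 difference in adipocyte genes and of lncRNAs near absent in 1 library were chosen after the result was seen. The others in this part were written before it.

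Most lncRNAs of Figure 6 changed in the same direction as their mRNAs. The mix of rising and falling features alone rarely gave as many such pairs (one-sided permutation test, p = 1e-05, the smallest it can give), and neither did shuffled partners of the 29 non-overlapping pairs of the cis-targets used here that were past the threshold at D4 (permutation p = 1e-05, the smallest it can give). Only part of the paper's cis-target list (Supplementary Table 1) was used here, and it holds 9 of the network pairs. Of its 1998 pairs, 71 had both members past the threshold at D4, and 71 changed in the same direction, so the tests of fragments shared on the same strand (permutation p = 1) and of transcripts running past the annotated gene end on the same strand (permutation p = 1) could not have shown a difference. Among the 1186 pairs of this part with both members tested, 68.9% changed in the same direction at D4. The share was 68.8% for 717 pairs overlapping on the same strand and 70.7% for 427 pairs without overlap (one-sided permutation test, p = 0.776). It was lower, at 52.4%, for the 42 pairs overlapping on opposite strands, a difference that was not tested and that lies in the direction shared same-strand fragments would give. Without overlap, it was 73.5% on the same strand and 66.9% on opposite strands (one-sided permutation test, p = 0.0848). Shared fragments remain a possible explanation for single pairs, because the loci of 59 of the 74 distinct network pairs overlap.

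The 2 D7 libraries differed in adipocyte genes, with a median log2 ratio of D7 a over D7 b of −4.73 for 8 genes. Smaller differences of a over b were seen in the other groups, at 1.01 on D4 (percentile 100 of random gene lists) and 0.36 in the control group (percentile 99.91). At D7 the adipocyte list lay at percentile 0 of random gene lists, which restates the D7 difference and does not test its cause. A different amount of fat tissue in the dissected nerve remains a candidate explanation. Several other lists also lay at extreme percentiles, so the percentiles do not single out fat. In size, the adipocyte ratio was the largest of the lists at D7. A difference in library size was not seen, with 1.07 times as many mRNA counts in D7 a as in D7 b. Erythroid genes had a ratio of −2.40 at D7, and skeletal muscle genes −1.27 between the control libraries and 2.21 between the D4 libraries. Myelinating Schwann cell genes lay at an extreme percentile in each group, with ratios of 0.54, −0.25 and 0.71 at control, D4 and D7, so the myelin changes below rest on replicates that differ in these genes. No biological explanation was tested, and the fall of Lipe at D7, an adipocyte gene, rests on libraries with this difference.

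The share of rising mRNAs moved with the scaling, from 51.2% with TMM factors at D4 to 69.3% without them. With the 10 most abundant control mRNAs left out of the library totals the share without TMM factors was 59.0%, more than midway to the value with them. A few abundant mRNAs taking a larger share of the control counts are therefore a candidate explanation for part of this shift.

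A true difference between the 2 rats of a group at the locus was also weighed for the 223 lncRNAs with 3 counts or fewer in 1 library and 100 or more in the other. Of 165 with a tested overlapping mRNA, the mRNA differed 2-fold between the same libraries in 4 (2.42%). Such lncRNAs numbered 83 in the control group, 95 at D4 and 97 at D7.

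Marker genes were listed before the data were examined. The 12 myelinating Schwann cell genes were DEGs at D4 and fell, Ncmap most, with a log2 fold change of −8.38, and 9 were still DEGs at D7. Of the 12, 9 differed between D7 and D4 past the threshold, and each of these was higher at D7. The largest such difference was that of Mag, at 5.92 on the log2 scale. The 9 proliferation genes rose at both days, between 1.62 for Pcna and 5.00 for Birc5 on the log2 scale at D4. The 9 macrophage genes rose at D4 and 7 were DEGs at D7, and 7 of 9 repair Schwann cell genes rose at both days. Kcna2 had log2 fold changes of −5.50 at D4 and −2.55 at D7.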
